# Starvation-induced changes in somatic insulin/IGF-1R signaling drive metabolic programming across generations

**DOI:** 10.1126/sciadv.ade1817

**Published:** 2023-04-07

**Authors:** Merly C. Vogt, Oliver Hobert

## Abstract

Exposure to adverse nutritional and metabolic environments during critical periods of development can exert long-lasting effects on health outcomes of an individual and its descendants. Although such metabolic programming has been observed in multiple species and in response to distinct nutritional stressors, conclusive insights into signaling pathways and mechanisms responsible for initiating, mediating, and manifesting changes to metabolism and behavior across generations remain scarce. By using a starvation paradigm in *Caenorhabditis elegans*, we show that starvation-induced changes in dauer formation-16/forkhead box transcription factor class O (DAF-16/FoxO) activity, the main downstream target of insulin/insulin-like growth factor 1 (IGF-1) receptor signaling, are responsible for metabolic programming phenotypes. Tissue-specific depletion of DAF-16/FoxO during distinct developmental time points demonstrates that DAF-16/FoxO acts in somatic tissues, but not directly in the germline, to both initiate and manifest metabolic programming. In conclusion, our study deciphers multifaceted and critical roles of highly conserved insulin/IGF-1 receptor signaling in determining health outcomes and behavior across generations.

## INTRODUCTION

One of the major health challenges many societies are facing today is the rampant global increase in obesity and associated comorbidities across all age groups. In addition to distinct genetic predispositions and a shift to poor nutrition and sedentary lifestyles, increasing evidence shows that the nutritional experiences of our ancestors have a strong impact on our susceptibility to develop these diseases. The concept that an adverse nutritional and metabolic environment can exert intergenerational and potentially transgenerational effects on metabolism and health is often referred to as “metabolic programming” (*1*–*4*).

Some of the most well-known and highly referenced human epidemiological datasets that have been instrumental in our current understanding of metabolic programming described the long-term health outcomes of children whose mothers were exposed to the so-called “Dutch Hunger Winter” between 1944 and 1945. An embargo on food supplies to the northern regions of the Netherlands forced severe food rationing and resulted in a substantial reduction of caloric intake. This severe nutrient restriction was particularly impactful for pregnant women. Because of the clearly defined time period of nutrient deprivation, retrospective studies indicated that exposure to such an abnormal nutritional environment during pregnancy resulted in higher incidences of metabolic impairments, including obesity, glucose intolerance, hyperlipidemia, and cardiovascular diseases in the next generation (*5*–*10*). An elevated body weight and body mass index was also reported for grandchildren of women that experienced the Dutch Hunger Winter during pregnancy (*11*, *12*). Apart from the effects on the descendants’ metabolic health, subsequent studies further suggested a link between gestational nutrient deprivation and an increased risk to develop psychiatric disorders, such as schizophrenia, antisocial personality disorder, and major affective disorder (*13*, *14*). Similar associations between famine exposure and the development of mental illnesses were observed in studies examining the long-term health outcome of children exposed to the Chinese famine (1959–1961) in utero or during early postnatal life (*15*–*18*). Together, these studies highlight the complex and potentially detrimental long-term impact of malnutrition on metabolic and mental health of subsequent generations.

In light of the ever-growing incidences of obesity and diabetes, particularly in women of child-bearing age (*19*), current research mainly focuses on understanding the impact of parental overnutrition on the health outcomes of the subsequent generations. Similar metabolic, cardiovascular, and even neurological impairments described for children of undernourished mothers were reported as a result of maternal obesity, diabetes, and overnutrition (*20*–*26*). These observations have been confirmed by animal models of metabolic programming using not only a wide range of nutritional or metabolic stressors but also different species, including nonhuman primates, sheep, mice, flies, nematodes, and daphnia (*27*–*43*). The strikingly similar effects of parental diet and nutrition on descendants’ health outcomes across species and stressors suggest potentially highly conserved signals and molecular mechanisms underlying metabolic programming.

Animal models of metabolic programming have provided insights into the extent and magnitude of effects of parental diet on the cellular and molecular profile, as well as function of tissues critical in the regulation of metabolism (e.g., white adipose tissue, skeletal muscle, and nervous system) across generations (*44*–*47*). However, causative links between diet-induced metabolic, cellular, molecular, and even epigenetic changes observed in the parental generations and the development and manifestation of metabolic and behavioral changes in subsequent generations remain scarce. To advance our understanding of mechanisms underlying metabolic programming, it is therefore critical to identify the key signals that are causative to and not simply a side effect of adverse metabolic and behavioral phenotypes in each generation. The current lack of mechanistic insight is likely due to the complex nature of intergenerational and especially transgenerational metabolic programming paradigms, in which the distinct role(s) of such changes has to be dissected not only on a systemic but also on a generational level. Whereas intergenerational effects could occur as direct consequences of stress exposure via the germline (i.e., F1), effects are considered to be transgenerational, when phenotypes are present in generations that have never directly been exposed to the original trigger (>F1 or even >F2, depending on paradigm).

Thus, using a relatively simple organism that allows for an in-depth and systematic dissection of the relative contribution and the spatiotemporal dynamics of cellular and molecular processes underlying metabolic programming could lead to fundamental insights into how differences in disease susceptibility are established early in life. The nematode *Caenorhabditis elegans* provides distinct advantages that allows for such an approach. First, its short generation time and high brood size considerably facilitate identifying and studying inter- and transgenerational phenotypes. Second, *C. elegans* can survive long periods of nutrient deprivation, which has previously been reported to result in some molecular and physiological changes across generations (*40*, *42*, *43*). Third, *C. elegans* exhibits complex behaviors that depend on highly conserved pathways regulating metabolism, such as the insulin/insulin-like growth factor 1 (IGF-1) receptor signaling (IIS), adenosine monophosphate–activated protein kinase (AMPK), transforming growth factor–β (TGF-β), and serotonergic [5-hydroxytryptamine (5-HT)] pathways. Last, because of its amenability to genetic manipulation, signaling pathways can be disrupted with temporal and spatial specificity (*48*–*50*), thereby allowing to dissect molecular mechanisms of animal physiology and behavior.

Because of these advantages, we established a starvation paradigm in *C. elegans* and found that early life starvation results in robust transcriptomic, physiological, and behavioral changes intragenerationally, intergenerationally, and even transgenerationally. Moreover, we show that early life starvation–induced activation of dauer formation-16/forkhead box transcription factor class O (DAF-16/FoxO) activity, the main downstream target of IIS (*51*), persists into adulthood even in the absence of acute environmental stress. Tissue-specific depletion of DAF-16/FoxO during distinct developmental time points demonstrates that DAF-16/FoxO acts in somatic tissues, but not directly in the germline, to initiate metabolic programming in the parental generation, and further manifests the development of adverse behavioral and metabolic phenotypes in subsequent generations. Last, we show that intertissue IIS from the intestine and nervous system contributes to defects in fecundity in the parental generation, as well as reduced stress resistance in their descendants. In conclusion, we provide direct evidence that nutrition-induced changes in IIS in somatic tissues are critical for driving metabolic programming inter- and transgenerationally. Moreover, the striking similarities in phenotypes observed as a result of parental malnutrition in this study and mammalian models of metabolic programming support the notion that metabolic programming is highly conserved and further validate the use of *C. elegans* as a first step to finally advance our understanding of the underlying mechanisms responsible for mediating changes in disease susceptibility across generations.

## RESULTS

### Early life starvation of ancestors increases the exploratory behavior of well-fed descendants inter- and transgenerationally

To shed light on the molecular mechanisms and long-term consequences of metabolic programming, we first established a recurrent starvation paradigm in *C. elegans* (Fig. 1A). When hatching in the absence of food, *C. elegans* larvae arrest in the early juvenile (L1) stage and undergo substantial molecular adaptations to survive during this period (*52*). However, L1-arrested animals do not undergo gross phenotypical changes and are able to resume development upon encountering food sources, thus presenting a powerful model to study the inter- and transgenerational effects of early life malnutrition (*40*–*42*). We sought to maximize exposure to the original nutritional stressor by exposing wild-type L1-stage animals to starvation for 6 days during five consecutive generations (P0^L1starved^ to F4^L1starved^). Subsequently, we kept the next two generations under well-fed conditions (F4^L1starved^ + 1^fed^ and F4^L1starved^ + 2^fed^), and we then analyzed the following generation (F4^L1starved^ + 3^fed^) under well-fed or acute starvation conditions for robust behavioral, physiological, and molecular phenotypes. Control animals remained well fed throughout the paradigm unless acute starvation was required for specific experiments (Fig. 1A).

**Fig. 1.**
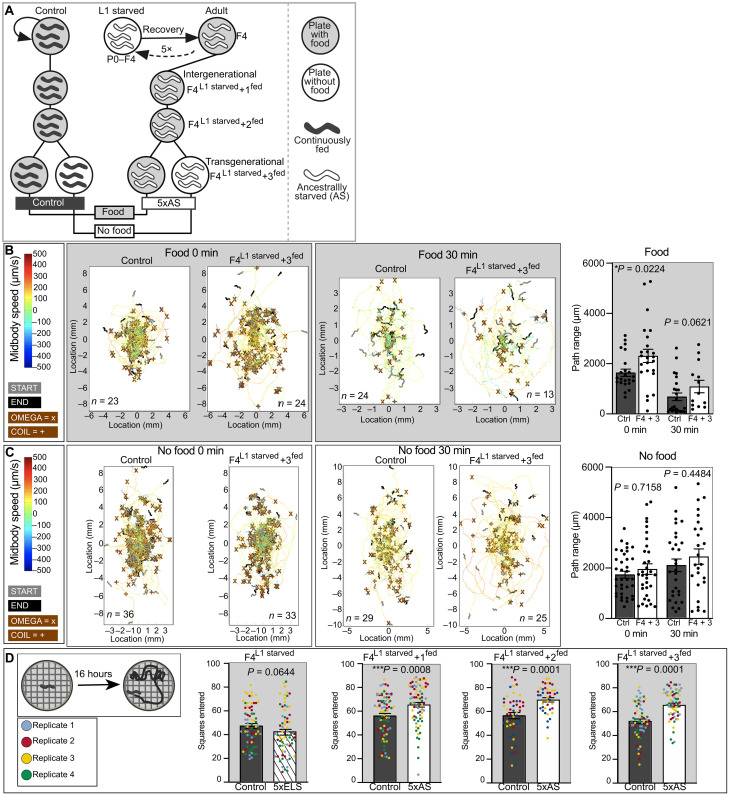
Early life starvation increases exploratory behavior inter- and transgenerationally in a food-dependent manner. (**A**) Schematic overview of experimental outline. Gray circle, food; white circle, no food; dark gray worms, continuously fed controls; white worms, animals that experienced L1 starvation in parental generation. (**B**) Automated single-worm tracking analysis of control and F4^L1starved^ + 3^fed^ revealed increased exploratory behavior in ancestrally starved animals under fed conditions at the L4 stage. (**C**) Exploratory behavior was not different between control and F4^L1starved^ + 3^fed^ when tracked in the absence of food. The same animals were tracked after being placed on tracking plate after 0 and 30 min. The explored path of each animal is visualized from its starting position (gray worm) to its end point (black worm) within a 5-min time frame. All animals within the same group under the same condition are plotted in the same graph, which also includes the average midbody speed (μm/s) and position of all omega turns (X) and coils (+) for each animal. The total path range (μm) of each animal was used for statistical analysis (Mann-Whitney *U* test). Data were obtained from three independent biological replicates (starting with *n* = 10 per replicate on food and *n* = 15 per replicate on no food) and is presented as mean ± SEM. Each dot represents one animal. (**D**) An independent experimental setup confirmed increased exploratory behavior in descendants of early life starved animals over a 16-hour period (start of experiment with young L4 animals). Data were obtained from three to four independent biological replicates (indicated by different colors of each data point) with *n* = 15 to 20 animals per replicate. Data are presented as mean ± SEM. Significance was determined by Mann-Whitney *U* test. See also fig. S1. 5xELS, 5× early-life starved. 5xAS, 5× ancestrally starved.

We reasoned that recurrent L1 starvation would maximize the animals’ exposure to the nutritional stressor and potentially result in more robust and reliable phenotypes in subsequent generations, after the initial stressor has vanished. Reexposure to the same stressor, including diet and heat, over multiple generations had previously been shown to lead to more robust phenotypes inter- and transgenerationally (*53*–*55*). Moreover, we focused our initial analysis on the great-grandchildren of L1-starved animals (F4^L1starved^ + 3^fed^) to identify phenotypes that are truly transgenerational in nature. In contrast to intergenerational effects that could occur as direct consequences of stress exposure via the germline, transgenerational effects are seen in a generation that has never directly been exposed to the original trigger. We anticipated that such setup would provide robust readouts to identify the signals and mechanisms underlying metabolic programming across generations.

As a first unbiased screen for long-term metabolic programming in *C. elegans*, we used an automated single-worm tracker that measures animal locomotory and exploratory behavior (*56*) to analyze control and F4^L1starved^ + 3^fed^ animals in the presence of food, as well as in response to acute no food conditions. Overall, we did not detect any gross or consistent changes in morphology or posture as a consequence of ancestral early life starvation. However, within the first 5 min of being placed on a tracking plate with food, F4^L1starved^ + 3^fed^ animals explored a larger area of this environment compared to control animals during that time frame (Fig. 1B). This result suggests that repeated starvation in ancestral generations could determine the pattern of exploratory behavior of well-fed descendants’ multiple generations later.

Depending on food availability and quality, *C. elegans* adapts the time spent between two behavioral states, i.e. roaming and dwelling, over time (*57*, *58*). To identify any potential changes in this adaptive behavior, we analyzed the same animals a second time 30 min after being placed on the tracking plate. We found that the path range for both control and F4^L1starved^ + 3^fed^ animals was reduced relative to the first time point, as expected. Although the difference in path range between these groups at this later time point did not reach statistical significance (*P* = 0.0621), more of the ancestrally starved (*n* = 8 of 30) than control animals (*n* = 2 of 30) had moved out of frame during the experiment and thus were automatically excluded from the tracking analysis. This experimental limitation might have masked real and prolonged increases in exploratory behavior in F4^L1starved^ + 3^fed^ animals in the presence of food.

In contrast to their behavior on food, we did not detect differences in path range or any other changes in morphological or behavioral features between control and F4^L1st^ + 3^fed^ animals when tracked in the absence of food (Fig. 1C). Together, the results of the tracking analysis demonstrate that early life malnutrition modestly affects exploratory behavior in a food-dependent manner transgenerationally.

To validate this finding, we assessed the exploratory behavior of early life starved animals across generations in a different experimental setup, which determines the area explored over a 16-hour period. Early life starvation significantly increased exploratory behavior of their progeny (F4^L1starved^ + 1^fed^), as well as in subsequent generations (F4^L1starved^ + 2^fed^, F4^L1starved^ + 3^fed^), independently confirming our findings described above (Fig. 1D). Moreover, these results suggest that ancestrally starved animals display not only an increased initial exploration of a novel environment but also a long-term behavioral change. We found that animals that experienced starvation during early life (F4^L1starved^) did not show the same increase but rather a trend toward reduced exploration compared to control animals (*P* = 0.0644; Fig. 1D). This opposing effect of early life versus ancestral starvation on the animals’ exploratory behavior could point to distinct signals and mechanisms affecting the parental generation compared to their descendants.

We observed the same pattern of exploratory changes across generations after only one round of L1 starvation (P0^L1starved^, P0^L1starved^ + 1^fed^, P0^L1starved^ + 2^fed^, and P0^L1starved^ + 3^fed^; fig. S1, A and B). However, one-time ancestral L1 starvation was not sufficient to consistently observe this phenotype across different experimental setups, which validates our original rationale of using a recurrent starvation paradigm. For the remainder of this study, we therefore decided to focus on the more robust recurrent exposure paradigm (Fig. 1A).

### Early life starvation impacts on IIS across generations

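RNA of L1 larvae was sequenced from 4 groups: control animals and F4 L1starved + 3 fed animals, whose ancestors had been starved as L1 larvae in 5 generations, with 2 generations raised on food after them, each collected with food 14 hours or without food 18 hours after egg preparation. Each group had 3 independent biological replicates of about 10000 animals, which gave 12 libraries. Libraries were made with the NuGEN Ovation Universal kit, with custom primers against ribosomal RNA, and read as 75-base single-end reads. The authors mapped the reads to the WS220 genome with Subread, counted them per gene with featureCounts and normalized the counts with DESeq2. The deposited values are DESeq2-normalized counts, that is, reads divided by a size factor of the library, and the whole reads behind them were recovered by dividing each library by its smallest step. The reads counted per library ranged from 39422789 to 45356459 (median 42903213) in control animals with food, from 35807218 to 38581077 (median 37935979) in control animals without food, from 40019863 to 53482585 (median 49693654) in F4 L1starved + 3 fed animals with food and from 25209530 to 44853563 (median 44127405) in F4 L1starved + 3 fed animals without food. Of 23185 rows, 1 (*nhl-3*) was left out because cells of its libraries were shifted. Values were used as log2 of the normalized count plus 1, which understates the fold change of genes with few reads. The 15902 genes with a mean normalized count of at least 10 were tested with limma (intensity trend, all 4 groups in 1 fit, Benjamini-Hochberg adjustment, adjusted p under 0.1). Replicates differed by more than counting error: the lowest chi-square per gene between libraries of a group was 21.4, where 1 is sampling noise. On simulated libraries of this size and spread, the same test found 34.4% of genes changed 1.5-fold, 66.7% of genes changed 2-fold and 77.8% of genes changed 4-fold. The simulation drew each gene independently, with no library departing from its group in many genes at once. These shares may therefore not hold for the real libraries. Reads could be assigned to the wrong member of a family of near-identical genes, since the handling of reads with several matches is not stated in the methods. Groups with and without food differ in the hour of collection as well as in food.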

To decipher the molecular basis of a nutrition-dependent increase in exploratory behavior in the progeny and subsequent generations of early life starved animals, we compared how control or F4^L1starved^ + 3^fed^ animals alter their transcriptome either while being well fed or after being exposed to acute starvation (data S1). 

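With food, *cpt-1* and *fipr-22* fell in F4 L1starved + 3 fed animals. *cpt-1* encodes a carnitine palmitoyltransferase, which passes fatty acids into mitochondria for oxidation. Its normalized count was 6212 ± 848 (SD, n = 3) against 12076 ± 1118 in control animals (log2 fold change -0.96, SE 0.13, adjusted p = 0.0144 from limma). *fipr-22*, a member of a family of small peptides related to a fungus-induced protein, had 470.2 ± 97.7 (SD, n = 3) against 1186 ± 162 (log2 fold change -1.34, SE 0.16, adjusted p = 0.00682). No gene passed as higher by limma or edgeR in these fits. With the replicate number as a block, limma called 6 higher and 46 lower genes, and edgeR 8 higher and 49 lower. Without control replicate 3, limma called 45 higher and 83 lower genes. *fipr-22* has near-identical relatives with which it could share reads. Genes of insulin signaling itself did not pass: the log2 fold change was -0.20 (SE 0.09, adjusted p = 0.574) for the receptor gene *daf-2*, 0.10 (SE 0.13, adjusted p = 0.862) for *daf-16*, -0.37 (SE 0.14, adjusted p = 0.436) for the kinase gene *akt-1* and -0.63 (SE 0.18, adjusted p = 0.268) for *akt-2*. Without food, no gene passed limma's test, with 811 genes at an unadjusted p under 0.05 and 0 genes by edgeR and 50 by DESeq2 on recovered reads. Genes past the threshold in either comparison thus numbered 2 by limma and 2 by edgeR, both without a block. With the replicate number as a block, 3 genes passed without food by limma and 0 by edgeR. With food, 1366 genes had an unadjusted p under 0.05, and the values of the 2 groups did not overlap for 2042 genes (12.8%), where chance gives 10%. Single libraries decided the count with food: it was 128 without control replicate 3, 5 without F4 L1starved + 3 fed replicate 2, 4 without control replicate 1, and 1 without control replicate 2 or F4 L1starved + 3 fed replicate 3. The call of *cpt-1* was lost without control replicate 2 (adjusted p = 0.122) and without F4 L1starved + 3 fed replicate 3 (adjusted p = 0.125), within a range of 1.37e-08 to 0.125 over its alternatives; *akt-2* passed without control replicate 3 (adjusted p = 0.0896, range 0.0744 to 0.975).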

A total of 255 transcripts (adjusted *P* < 0.1) were differentially expressed between these groups across three independent biological replicates (~10,000 animals per replicate). A total of 210 and 50 genes displayed significantly different expression under food and no food conditions, respectively (Fig. 2, A and B, and tables S2 and S3). 

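Without food, several gene groups lay higher in F4 L1starved + 3 fed animals, although no single gene passed. C-type lectins, secreted proteins of which many respond to microbes, had a median log2 fold change of 0.15 over 117 measured genes, 82 of them above 0 (adjusted p = 0.000141 from limma's camera); *clec-72* had 2246 ± 278 (SD, n = 3) against 1622 ± 130.4 normalized counts. Intestine genes had a median of 0.12 over 32 genes (adjusted p = 0.00382; adjusted p = 0.821 with an estimated correlation), with *pho-1*, an acid phosphatase of the gut, at 2594 ± 437 (SD, n = 3) against 1779.7 ± 104.4. Lysozymes and other antimicrobial effectors had a median of 0.10 over 63 genes (adjusted p = 0.0448; adjusted p = 0.919 with an estimated correlation), and *spp-23*, a saposin-like gene, had 693 ± 188 (SD, n = 3) against 362 ± 26.5. These 3 genes were chosen after their values were seen, and their adjusted p over all genes was 0.385 by limma. DESeq2 on recovered reads called all 3 (adjusted p = 0.0366, 0.0355 and 0.000599), and *spp-23* also passed by limma without F4 L1starved + 3 fed replicate 2 (0.0136), while their adjusted p reached 1.0 in other alternatives. Adjusted over the list alone, 6 C-type lectins, 3 intestine genes and 7 antimicrobial effectors were higher and none was lower. With an estimated correlation, the C-type lectins held (adjusted p = 0.0122). In all, 4 fixed lists passed camera without food. Of the 10 splits of these 6 libraries into 3 and 3, the real one included, 7 gave at least 4 lists. The number of lists thus does not set the real grouping apart, in a test chosen after the result was seen. The C-type lectins did not pass when genes with low values were kept (adjusted p = 0.0756). The intestine genes were lost without F4 L1starved + 3 fed replicate 3 (adjusted p = 0.0626); the antimicrobial effectors were lost without control replicate 1 (0.13), control replicate 3 (0.288) or F4 L1starved + 3 fed replicate 3 (0.435), all without food, without control replicate 3 with food (0.0523) or with a pseudocount of 0.5 (0.0537). DESeq2 on recovered reads called 50 higher and 157 lower genes with food, and 39 higher and 11 lower genes without food. The effect of ancestry itself did not differ between food and no food for any gene by limma (636 at an unadjusted p under 0.05; 0 by edgeR, 17 by DESeq2), although leaving out control replicate 3 with food gave 6 and leaving out control replicate 2 without food gave 3; without food, leaving out control replicate 2 gave 8 genes, F4 L1starved + 3 fed replicate 2 gave 2 and F4 L1starved + 3 fed replicate 3 gave 1.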

All five genes (i.e., *abhd-3.2*, *B0272.4*, *C31H2.4*, *dhs-6*, and *dif-1*) significantly different between control and F4^L1st^ + 3^fed^ animals under both conditions are involved in the regulation of lipid metabolism, pointing to transgenerational changes in metabolism in response to early life starvation (Fig. 2C and fig. S2A).

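*abhd-3.2*, an alpha/beta hydrolase gene, was higher in the mean of F4 L1starved + 3 fed animals in both conditions: 1635 ± 191 (SD, n = 3) against 1033 ± 123 normalized counts with food and 531 ± 102 against 303.4 ± 24.0 without food. *C31H2.4* had the same direction, at 690.3 ± 30.0 (SD, n = 3) against 514 ± 8.65 with food and 384 ± 15.5 against 269 ± 25.7 without food. The other three genes changed direction with food. *dif-1*, which encodes a carnitine carrier of the mitochondrial membrane, had 1259 ± 91.0 (SD, n = 3) against 1726 ± 219 with food, but 1823 ± 201 against 1276 ± 61.9 without food. *dhs-6*, a short-chain dehydrogenase gene, had 1144 ± 197 (SD, n = 3) against 1725 ± 239 with food and 3357 ± 572 against 2213 ± 212 without food. *B0272.4*, an enoyl-CoA hydratase-like gene, had 524 ± 38.2 (SD, n = 3) against 749 ± 73.8 with food and 1256 ± 144 against 862 ± 117 without food. The values of the groups did not overlap for any of the 5 genes in either condition (exact two-sided permutation test, p = 0.1 each, the smallest that 3 libraries against 3 allow). The study picked the 5 genes as differing on these libraries, so this separation is not independent evidence. Over all genes, limma gave with food a log2 fold change of 0.66 (SE 0.15, adjusted p = 0.174) for *abhd-3.2*, 0.42 (SE 0.11, adjusted p = 0.234) for *C31H2.4*, -0.45 (SE 0.12, adjusted p = 0.221) for *dif-1*, -0.60 (SE 0.15, adjusted p = 0.214) for *dhs-6* and -0.51 (SE 0.13, adjusted p = 0.212) for *B0272.4*. Without food these were 0.79 (SE 0.15, adjusted p = 0.385), 0.52 (SE 0.11, adjusted p = 0.385), 0.51 (SE 0.12, adjusted p = 0.385), 0.59 (SE 0.15, adjusted p = 0.559) and 0.55 (SE 0.13, adjusted p = 0.417), in the same order. None of these passed, and 0 of 5 passed by edgeR without a block. With the replicate number as a block, *dhs-6* passed with food by limma (adjusted p = 0.0511) and edgeR (0.0503), and *abhd-3.2* by edgeR (0.0917). All 5 passed by DESeq2 on recovered reads, with adjusted p from 0.00905 (*abhd-3.2*) to 0.0495 (*dif-1*) with food and from 0.00284 (*abhd-3.2*) to 0.0788 (*dhs-6*) without food; over the alternatives the adjusted p of the 5 genes ranged from 0.00284 to 1.0. Without control replicate 3 with food, *abhd-3.2*, *dhs-6* and *dif-1* passed with food (adjusted p = 0.0896 each). The difference between the effect with and without food was -1.06 (SE 0.18) for *B0272.4*, -0.96 (SE 0.17) for *dif-1* and -1.19 (SE 0.22) for *dhs-6* on the log2 scale, with limma adjusted p of 0.335, 0.335 and 0.357.

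**Figure D1:**
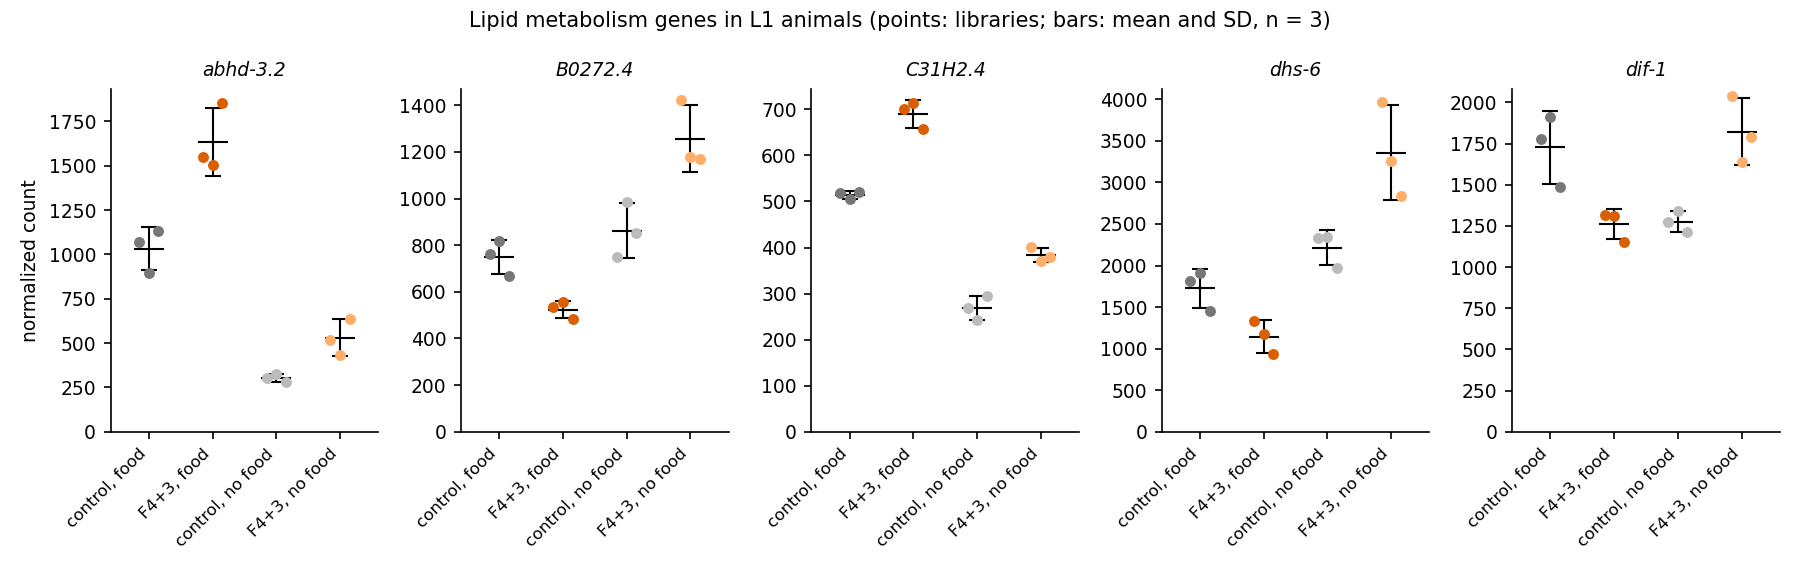
Normalized counts of 5 lipid metabolism genes in each L1 library (points), with the mean and SD of 3 libraries per group. Means of *abhd-3.2* and *C31H2.4* are higher in F4 L1starved + 3 fed animals in both conditions, and those of *B0272.4*, *dhs-6* and *dif-1* are lower with food and higher without food.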

**Fig. 2.**
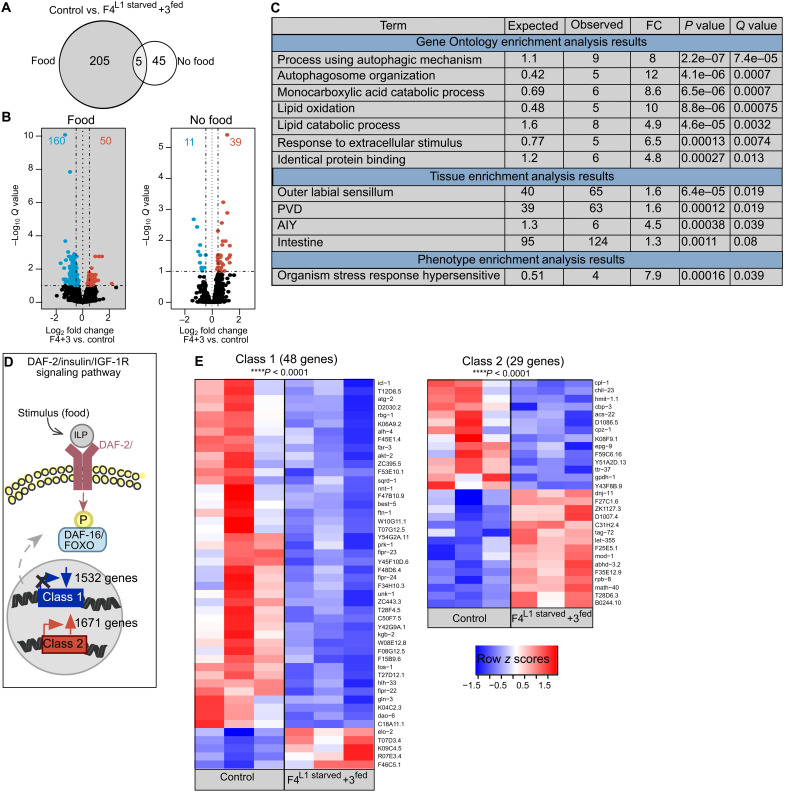
Early life starvation affects IIS signaling across generations. (**A**) Transcriptome analysis of control and F4^L1starved^ + 3^fed^ animals under food and no food condition revealed significant differences in expression of 255 genes total (adjusted *P* < 0.1; Benjamini and Hochberg correction on *P* values obtained by Wald test; *n* = 3 with ~10,000 animals per replicate) in L1 animals. (**B**) Volcano plot of differentially expressed genes between control and F4^L1starved^ + 3^fed^ animals under fed and starved conditions. Blue, relative down-regulation; red, relative up-regulation in F4^L1starved^ + 3^fed^ animals. (**C**) Enrichment analyses of genes differentially expressed between control and F4^L1starved^ + 3^fed^ animals under fed conditions. FC, fold change. (**D**) Overview of IIS pathway in *C. elegans*. ILP, insulin-like peptides. (**E**) Heatmaps depicting relative expression of class 1 and class 2 downstream targets of IIS differentially expressed between control and F4^L1starved^ + 3^fed^ animals. Relative expression of each gene across biological replicates in controls and F4^L1starved^ + 3^fed^ is displayed as row *z* scores in heatmaps. Rows, genes; columns, replicates. Significant enrichment was determined by hypergeometric distribution. See also fig. S2 and data S1 and S5.

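Of 25 measured genes that DAF-16 is known to activate, 19 had a lower mean in F4 L1starved + 3 fed animals with food. *ftn-1*, an intestinal ferritin, had 128 ± 22.6 (SD, n = 3) against 255 ± 76.0 normalized counts in control animals, and *nnt-1*, a mitochondrial transhydrogenase, had 194 ± 78.8 (SD, n = 3) against 483 ± 271. *dod-3* had 2079 ± 918 (SD, n = 3) against 4529 ± 2353. Against this direction, *sod-3*, a mitochondrial superoxide dismutase, had 26.3 ± 2.26 (SD, n = 3) against 9.86 ± 9.47, a log2 fold change of 1.89 (SE 0.60, adjusted p = 0.32). The metallothionein gene *mtl-1* had -0.47 (SE 0.20, adjusted p = 0.502). No gene of the list passed over all genes (limma; 0 by edgeR, 3 by DESeq2), and adjusted over the list alone 1 was higher and 8 were lower; *ftn-1*, *nnt-1* and *dod-3* were chosen after their values were seen. DESeq2 on recovered reads called *ftn-1* (adjusted p = 0.0188, up to 0.835 over its alternatives), and limma called *ftn-1* and *nnt-1* without control replicate 3 with food (0.0896 each). With the replicate number as a block, limma called *dod-3* (adjusted p = 0.0425), *ftn-1* (0.0615) and *nnt-1* (0.086). EdgeR with the block called them too (adjusted p = 0.0455, 0.0503 and 0.0948). The median log2 fold change was -0.24 (camera adjusted p = 0.000434; adjusted p = 0.4 with an estimated correlation). The 16 genes of the insulin pathway itself had a median of -0.06 (adjusted p = 0.096), with 0 past the threshold and, adjusted over the list alone, *akt-2* lower. The 26 measured insulin-like peptides had a median of 0.02 (adjusted p = 0.952), and 8 genes that are repressed downstream of DAF-16 had a median of 0.03 (adjusted p = 0.945). None of the insulin-like peptides or repressed genes passed by limma or DESeq2. The call of the insulin pathway list was gained without control replicate 1 with food (adjusted p = 0.0102). Without food, the DAF-16 activated genes had a median of 0.10 (adjusted p = 0.664), *sod-3* had a log2 fold change of 0.06 (SE 0.60, adjusted p = 0.995) and *mtl-1* 0.01 (SE 0.20, adjusted p = 0.997).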

We found that a large number of differentially expressed genes were downstream targets of the highly conserved IIS pathway, one of the main signaling pathways that regulate metabolism across species (data S4 and S5) (*59*). In *C. elegans*, stimuli, such as food, lead to the release and subsequent binding of agonistic insulin-like peptides to the DAF-2/insulin/IGF-1 receptor (IIR), which in turn leads to a cascade of phosphorylation events ultimately resulting in the inhibitory phosphorylation and subsequent exclusion of the DAF-16/FoxO transcription factor from the nucleus (Fig. 2D) (*51*, *60*–*64*). This signaling cascade leads to an overall down-regulation of 1532 DAF-16/FoxO–dependent (“class 1”) and overall up-regulation of 1671 DAF-16/FoxO–independent (“class 2”) genes (Fig. 2D) (*65*). 

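Of the 48 class 1 genes of data S4, 43 had a lower and 5 a higher mean in F4 L1starved + 3 fed animals with food, with a median log2 fold change of -0.74. The 29 class 2 genes of data S5 went both ways, 15 higher and 14 lower, with a median of 0.37 and a mean of -0.07, which differ in sign. The study chose both tables on these libraries, so neither direction is independent evidence. Over all genes, limma called 1 gene of data S4 (*cpt-1*) and 0 genes of data S5, where edgeR called 1 and 0 and DESeq2 on recovered reads called 46 and 29. Adjusted over the list alone, all 48 and all 29 passed. A wider set of class 1 genes, the 934 measured genes of data S12, was chosen by the study on adult libraries. In L1 animals with food, 559 of them had a lower and 375 a higher mean, and their median was -0.05 (camera adjusted p = 0.00141; 0.0738 with an estimated correlation). Adjusted over the list alone, 25 were lower and 2 were higher. Its 420 measured genes with a DAF-16 ChIP-seq hit had a median of -0.05 (camera adjusted p = 0.000868; 0.0738 with an estimated correlation), and the 291 class 1 genes of data S8, chosen on control against fertile adults, had -0.08 (camera adjusted p = 0.000174; 0.0738 with an estimated correlation). Without food, the genes of data S12 had a median of -0.01 (camera adjusted p = 0.563), and the difference between both conditions had a camera adjusted p of 0.0406 (0.263 with an estimated correlation). The full list of class 1 genes was not used here. With 1 library with food left out, the counts for data S4 and data S5 were 25 and 9 without control replicate 3, 2 and 1 without control replicate 1, and 2 and 0 without F4 L1starved + 3 fed replicate 2.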

Within the set of differentially expressed genes under food conditions, we found a significant enrichment for both class 1 (48 of 210; *P* < 0.0001) and class 2 (29 of 210; *P* < 0.0001) genes, with the majority of class 1 genes relatively down-regulated in F4^L1starved^ + 3^fed^ animals compared to controls (Fig. 2E). 

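Targets of TGF-β, serotonin and AMPK signaling had medians near 0 in F4 L1starved + 3 fed animals with food. The 312 measured genes that data S9 lists for TGF-β signaling had a median log2 fold change of 0.02 (camera adjusted p = 0.467), the 138 serotonin genes of data S10 had 0.01 (0.467) and the 136 AMPK genes of data S11 had 0.04 (0.212). The study chose these tables on adult libraries, and they hold only part of each pathway's targets. The pathways' own components were listed separately. Of 12 AMPK components, 5 were lower and 1 was higher when adjusted over the list alone, and none passed over all genes (0 by edgeR, 2 by DESeq2). The kinase subunit gene *aak-1* had 392 ± 56.9 (SD, n = 3) against 534 ± 56.6 normalized counts in control animals, and the regulatory subunit gene *aakg-1* had 4802 ± 373 (SD, n = 3) against 6541 ± 686; both were chosen after their values were seen, and DESeq2 called both (adjusted p = 0.0788 and 0.0409; up to 0.925 and 0.874 over their alternatives). Their median was -0.22 (camera adjusted p = 0.0221; adjusted p = 0.485 with an estimated correlation), and the call was lost without F4 L1starved + 3 fed replicate 3 (adjusted p = 0.124). The 11 genes of the dauer TGF-β and steroid pathways had a median of -0.08 (adjusted p = 0.312). The 10 genes of serotonin synthesis, transport and reception had a median of 0.08 (adjusted p = 0.368), 1 of them higher when adjusted over the list alone.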

We did not find any significant enrichment for genes regulated by other signaling pathways that control metabolism, such as TGF-β (7 of 210) (*66*), serotonin (4 of 210) (*67*), or AMPK (2 of 210) (*68*) signaling pathways. 

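With food, most genes of 3 lists that serve to burn and mobilize stored energy had a lower mean in F4 L1starved + 3 fed animals, although over all genes only 1 of them passed. Of 45 genes of fatty acid β-oxidation and lipolysis, 34 had a lower mean, and the median log2 fold change was -0.17. The acyl-CoA dehydrogenase gene *acdh-7* had 4298 ± 496 (SD, n = 3) against 6647 ± 1027 normalized counts in control animals, and *acdh-10* had 3522 ± 125 (SD, n = 3) against 5351 ± 1180.4. Of 30 autophagy genes, 23 had a lower mean (median -0.26). Both *atg-2*, at 6828 ± 1302 (SD, n = 3) against 10854 ± 1701, and *atg-9*, at 3522 ± 552 (SD, n = 3) against 5034 ± 506, serve the growth of the autophagosome membrane. Of 17 genes of the glyoxylate cycle, gluconeogenesis and trehalose, 15 had a lower mean (median -0.25). *icl-1*, the enzyme of the glyoxylate cycle and also a DAF-16 target, had 76709.6 ± 24826 (SD, n = 3) against 129983 ± 32811, and *gpdh-1*, which makes glycerol phosphate, had 479 ± 68.9 (SD, n = 3) against 952 ± 237. Adjusted over the list alone, 15 genes of β-oxidation, 8 of autophagy and 5 of the glyoxylate list were lower and 1 (*abhd-3.2*) was higher; over all genes only *cpt-1* passed. The examples of these 3 lists were chosen after their values were seen; DESeq2 on recovered reads called all 6 (adjusted p from 0.00173 to 0.0443), and limma without control replicate 3 called *acdh-7*, *acdh-10*, *atg-2* and *atg-9* (0.071 to 0.0896), while their adjusted p reached 0.613 or more without F4 L1starved + 3 fed replicate 3. With the replicate number as a block, limma called *acdh-7* (adjusted p = 0.0557), *atg-2* (0.0766) and *gpdh-1* (0.0766). EdgeR with the block called them too (adjusted p = 0.052, 0.0818 and 0.0455). Of the β-oxidation list, 4 genes are among the 5 lipid genes the study picked. The adjusted p from limma's camera was 1.89e-08 for β-oxidation, 6.66e-08 for autophagy and 2.11e-05 for the glyoxylate list, but 0.396 each with an estimated correlation. In all, 6 fixed lists passed camera with food. All 10 splits of these 6 libraries into 3 and 3, the real one included, gave at least 6 lists, and another gave 15. The number of lists thus does not set the real grouping apart, in a test chosen after the result was seen. Without food, the β-oxidation genes lay the other way, with a median of 0.21 and 35 of 45 above 0 (adjusted p = 4.07e-06; adjusted p = 0.821 with an estimated correlation); 10 were higher when adjusted over the list alone. Autophagy genes had a median of -0.01 and the glyoxylate list 0.07 (adjusted p = 0.94 and 0.548). The paper describes class 1 genes as lowered by IIS signaling, and from its findings on gene expression proposes, as a possibility, that the pathway's basal activity is higher in these animals with food.

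**Figure D2:**
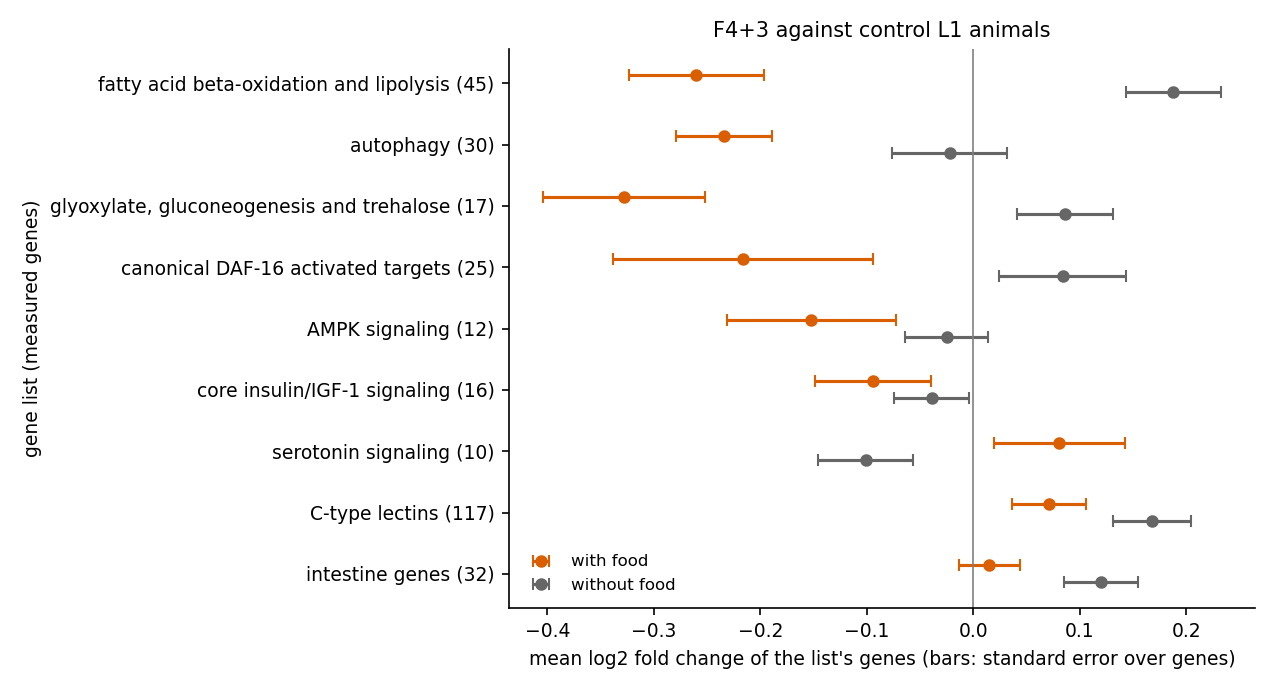
Mean log2 fold change of F4 L1starved + 3 fed against control L1 animals over the genes of each list, with the standard error over genes, with food and without food. The mean of the β-oxidation and lipolysis list is -0.26 with food and 0.19 without food.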

In conclusion, these findings could suggest that early life starvation leads to an increased basal activity of IIS in subsequent generations in the presence of food, resulting in the observed behavioral and transcriptional phenotypes. This hypothesis is in line with a previous study demonstrating that IIS regulates the amount of time animals spend roaming versus dwelling and that loss of DAF-2/IIR function results in decreased roaming compared to control animals in the presence of food (*58*).

To test whether the observed increased exploratory phenotype of ancestrally starved animals was due to an increased basal activity of IIS transgenerationally, we exposed DAF-2/IIR [*daf-2(e1370)*] (*61*) and DAF-16/FoxO [*daf-16(mu86)*] (*51*) loss-of-function mutants to our recurrent starvation paradigm and assayed their exploratory behavior. Loss of DAF-16/FoxO function resulted in a slight increase, whereas loss of DAF-2/IIR function resulted in a significant reduction of exploration in control animals compared to wild-type N2 control animals (Fig. 3A). Loss of DAF-2/IIR or DAF-16/FoxO function may disrupt the small increase in exploratory behavior we observed in Fig. 1 between wild-type control and F4^L1starved^ + 1^fed^, as well as F4^L1starved^ + 3^fed^ animals (Fig. 3A). These results suggest that inter- and transgenerational increased exploratory behavior is mediated by changes in IIS activity following ancestral starvation.

**Fig. 3.**
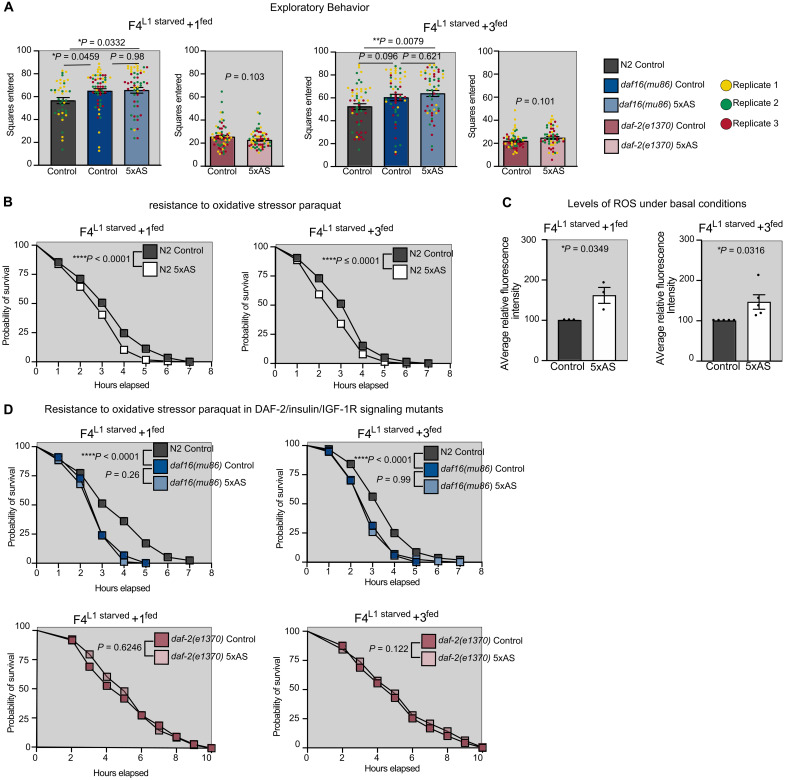
Aberrant IIS is responsible for inter- and transgenerational changes in behavior and stress resistance following early life starvation. (**A**) Inter- and transgenerational changes in exploratory behavior depend on IIS. Data were obtained from three independent biological replicates (indicated by different colors of each data point) with *n* = 15 to 20 animals per replicate. Exploratory behavior was determined after 16 hours (start of experiment with young L4 animals). Data are presented as mean ± SEM. Significance was determined by Mann-Whitney *U* test. (**B**) L1 starvation impaired resistance to oxidative stressor paraquat inter- and transgenerationally in adult animals. (**C**) Ancestrally starved animals displayed increased levels of ROS under basal conditions at the L1 stage. Data are displayed as mean ± SEM from average fluorescence over four time points relative to control animals from three to five independent biological replicates with *n* = 10 to 20 per replicate. Statistical significance was determined by unpaired Student’s *t* test. (**D**) Decreased oxidative stress resistance in ancestrally starved animals depends on IIS. Data were obtained in animals at day 2 of adulthood. Oxidative stress resistance is presented as combined data of two to four independent replicates with 80 to 100 animals per replicate. Significance was determined by log rank (Mantel-Cox test).

On the basis of these results and our enrichment analysis, we further tested whether ancestral starvation might affect other IIS-dependent phenotypes in *C. elegans*. Despite the highly conserved role of IIS in regulating life span and previous studies suggesting that early life starvation (L1 or dauer) increased life span transgenerationally (*42*, *43*), we were unable to detect such effects on life span after either 1× or 5× ancestral starvation under normal growth conditions (fig. S2B). However, when challenged with high levels of the oxidative stress–inducing chemical paraquat (*69*, *70*) and in support of our hypothesis, F4^L1starved^ + 1^fed^ and F4^L1starved^ + 3^fed^ N2 wild-type animals displayed significantly reduced resistance to oxidative stress compared to control wild-type animals (Fig. 3B). This hypersensitivity to oxidative stress of ancestrally starved animals was accompanied by elevated levels of reactive oxygen species (ROS) under basal conditions (Fig. 3C). Moreover, we found that reduced stress resistance was due to changes in the basal activity of IIS: As expected, loss of DAF-16/FoxO decreased and loss of DAF-2/IIR function increased oxidative stress resistance in control mutant animals compared to control wild-type animals, respectively. Both loss-of-function mutants reverted the differences between those control, F4^L1starved^ + 1^fed^, as well as F4^L1starved^ + 3^fed^ mutant animals (Fig. 3D), suggesting that the previously observed differences between those groups occur likely as a result of aberrant IIS in 5× ancestrally-starved (5xAS) animals. Together, results from our transcriptomic, behavioral, and physiological assays demonstrate that early life starvation results in increased basal activity of DAF-2/IIR inter- and transgenerationally. This change in metabolic activity impairs the ability of the animals to respond to external stimuli, such as stress, and results in prolonged exploration of the environment even though food is present.

### L1 starvation has long-lasting effects on signaling pathways regulating metabolism

To understand how such an increase in IIS activity is mediated across generations, we focused our analysis on the parental generation that experienced the nutritional stressor during early life (Fig. 4A). Like control wild-type animals, the majority of L1-starved animals reached adulthood 3 days after reexposure to food and did not show any gross developmental delays. However, prolonged exposure to starvation during the L1 stage significantly decreased the number of progeny compared to control animals, albeit not to the same extent across the population (Fig. 4B). About 25% of L1-starved animals did not produce any progeny, whereas the most fertile 25% of the population was able to produce a brood between 158 and 227 animals (compared to ~300 of nonstarved animals). This range of fertility defects highlighted an intrinsic variability of an isogenic population in their ability to respond to and recover from nutritional stress exposure during development. Because of the nature of our starvation paradigm, the majority of animals that form the next generations inevitably originate from the most fertile fraction of the population.

**Fig. 4.**
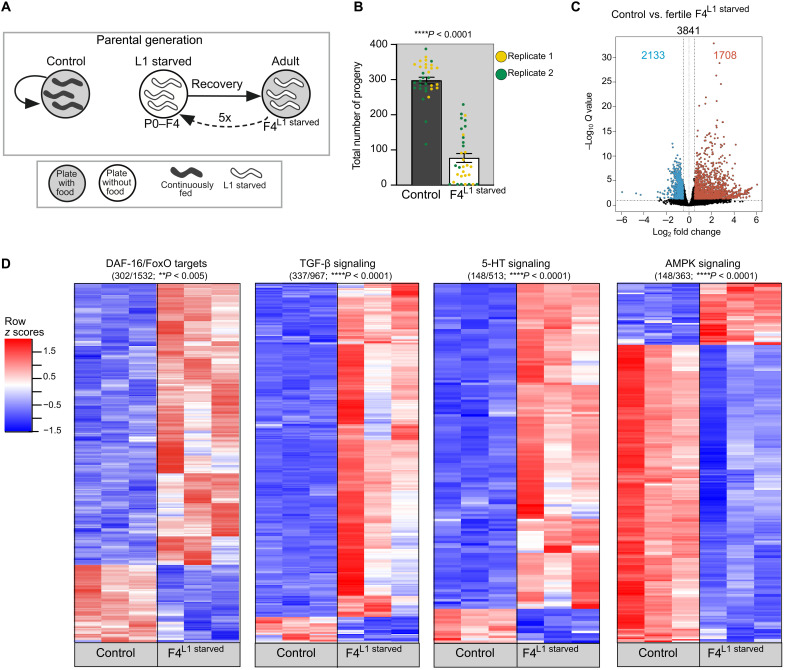
L1 starvation has long-lasting effects on signaling pathways regulating metabolism. (**A**) Schematic overview of parental generation. Gray circle, food; white circle, no food; dark gray worms, continuously fed controls; white worms, animals that experienced L1 starvation. (**B**) L1 starvation decreased brood size of adult animals. Data were obtained from two independent biological replicates (indicated by different colors of each data point) with *n* = 16 animals per replicate. Data are presented as mean ± SEM. Significance was determined by Mann-Whitney *U* test. (**C**) Volcano plot of differentially expressed genes between control and fertile F4^L1starved^ animals under fed conditions (adjusted *P* < 0.05; Benjamini and Hochberg correction on *P* values obtained by Wald test; *n* = 3 with ~100 animals per replicate). Blue, relative down-regulation; red, relative up-regulation in fertile F4^L1starved^ animals. (**D**) L1 starvation affected expression of genes downstream of signaling pathways regulating metabolism, i.e., DAF-16/FoxO, TGF-β, serotonergic (5-HT), and AMPK signaling, in adulthood. Relative expression of each gene across biological replicates in controls and fertile F4^L1starved^ is displayed as row *z* scores in heatmaps. Values were *z* score normalized and plotted using heatmap3 in RStudio. Each row represents a single gene (adjusted *P* ≤ 0.05), and each column represents a single RNA-sequencing replicate. Blue, relative down-regulation; red, relative up-regulation in fertile F4^L1starved^ animals. Significant enrichment was determined by hypergeometric distribution. See also fig. S3 and data S7 to S12.

Thus, to obtain insights into how early life starvation affects IIS activity in subsequent generations, we analyzed the transcriptome of currently fed, manually picked, clearly distinguishable fertile day-1-adult F4^L1starved^ (>5 eggs) and sterile day-1-adult F4^L1starved^ animals (without eggs), as well as continuously fed control animals (data S6). 

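Adult hermaphrodites of 3 groups were sequenced with the same kit and read length: continuously fed control animals, and fertile F4 L1starved and sterile F4 L1starved animals after 5 generations that were starved as L1 larvae, with 6 days of L1 starvation of their own. All were collected as fed day 1 adults, 100 per replicate, with 3 replicates per group and 9 libraries in all. Control and fertile animals carried more than 5 eggs and sterile animals none. The deposited values are again DESeq2-normalized counts. The reads counted per library ranged from 18356657 to 21455916 (median 21407854) in control animals, from 14082044 to 18666332 (median 17233819) in fertile animals and from 12187063 to 22942483 (median 13899068) in sterile animals. Of 17723 rows, 3 (*T25G3.4*, *T28B4.4* and *T27F7.4*) were left out because their cells hold a filled series in place of counts. The 13413 genes with a mean normalized count of at least 10 were tested as for the L1 animals, with all 3 groups in 1 fit and an adjusted p under 0.05. On simulated libraries like control and fertile ones, the test found 19.3% of genes changed 1.5-fold, 64.8% of genes changed 2-fold and 91.5% of genes changed 4-fold. Whole animals were sequenced, so a change in the share of germline, eggs or sperm moves every gene expressed there. For 7 of the 9 adult libraries no separate check covers the reads recovered from the normalized counts. Both comparisons with control animals rest on the same 3 control libraries. When libraries were scaled by their upper quartile, the median log2 fold change of all genes moved by 0.257 in fertile animals against control and by 0.64 in sterile animals, and by 0.143 and 0.192 with TMM scaling, so smaller changes are relative to the scale chosen.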

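Molting cycle genes and some cuticle collagens rose in fertile F4 L1starved adults. Of 20 measured molting cycle genes, 12 rose and 1 fell (13 and 1 adjusted over the list alone), with a median log2 fold change of 1.202. *mlt-11*, a protease inhibitor needed for molting, had 2063 ± 448 (SD, n = 3) against 376 ± 74.5 normalized counts in control animals (log2 fold change 2.45, SE 0.29, adjusted p = 0.00108 from limma), and *noah-1*, a protein of the apical extracellular matrix, had 2805 ± 371 (SD, n = 3) against 668 ± 42.9. Of 107 cuticle collagens, 14 rose and 2 fell (median 0.24), led by *sqt-3* at 2.41 (SE 0.23, adjusted p = 0.000469), *dpy-17* at 2.41 (SE 0.29, adjusted p = 0.00108) and *dpy-10* at 1.88 (SE 0.24, adjusted p = 0.00134). Sperm genes were higher: 5 of 29 major sperm proteins rose (1 adjusted over the list alone; median 1.19), and of 39 other spermatogenesis genes 11 rose (13 adjusted over the list alone; median 0.85). *fog-3*, which sets sperm fate, had 69.3 ± 29.6 (SD, n = 3) against 3.83 ± 1.77 normalized counts, and *alg-4*, an Argonaute of sperm, rose by 2.57 (SE 0.38, adjusted p = 0.00198). Oocyte and eggshell genes were lower, 3 of 26 over all genes and 1 adjusted over the list alone (median -0.56), with *nos-2*, a maternal RNA-binding protein, at 1083 ± 247 (SD, n = 3) against 2357 ± 211. Of 81 cytosolic ribosomal proteins, 29 fell and 1 rose (median -0.30). Other large changes were higher *hbl-1* (2.39, SE 0.20, adjusted p = 0.000232), a regulator of developmental timing, *fmi-1* (2.18, SE 0.15, adjusted p = 0.000127), a cadherin of axon growth, and *asns-2* (1.47, SE 0.16, adjusted p = 0.000903), an asparagine synthetase, and lower *rpb-11* (-1.48, SE 0.17, adjusted p = 0.00101), a subunit of RNA polymerase II, and *ned-8* (-1.27, SE 0.16, adjusted p = 0.00134), a ubiquitin-like protein. In all, 2936 genes changed by limma, 1323 higher and 1613 lower, and 5265 had an unadjusted p under 0.05. The adjusted p from camera was 6.88e-09 for molting genes, 0.000221 for collagens, 3.41e-05 for major sperm proteins, 1.63e-05 for other spermatogenesis genes, 0.000693 for oocyte genes and 1.18e-08 for ribosomal proteins; with an estimated correlation none held (adjusted p = 0.306 for the molting and collagen lists and 0.623 for the other four). The split by direction depended on the scaling: 82.8% of 2813 genes were higher with upper-quartile scaling, 70.4% of 2581 with TMM scaling and 2030 of 2915 genes with edgeR. Fitting only both groups gave 5011 genes, and each library mattered: the count was 1005, 1245 and 1596 without control replicate 1, 2 or 3, and 1705, 1821 and 1977 without fertile replicate 1, 2 or 3.

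**Figure D3:**
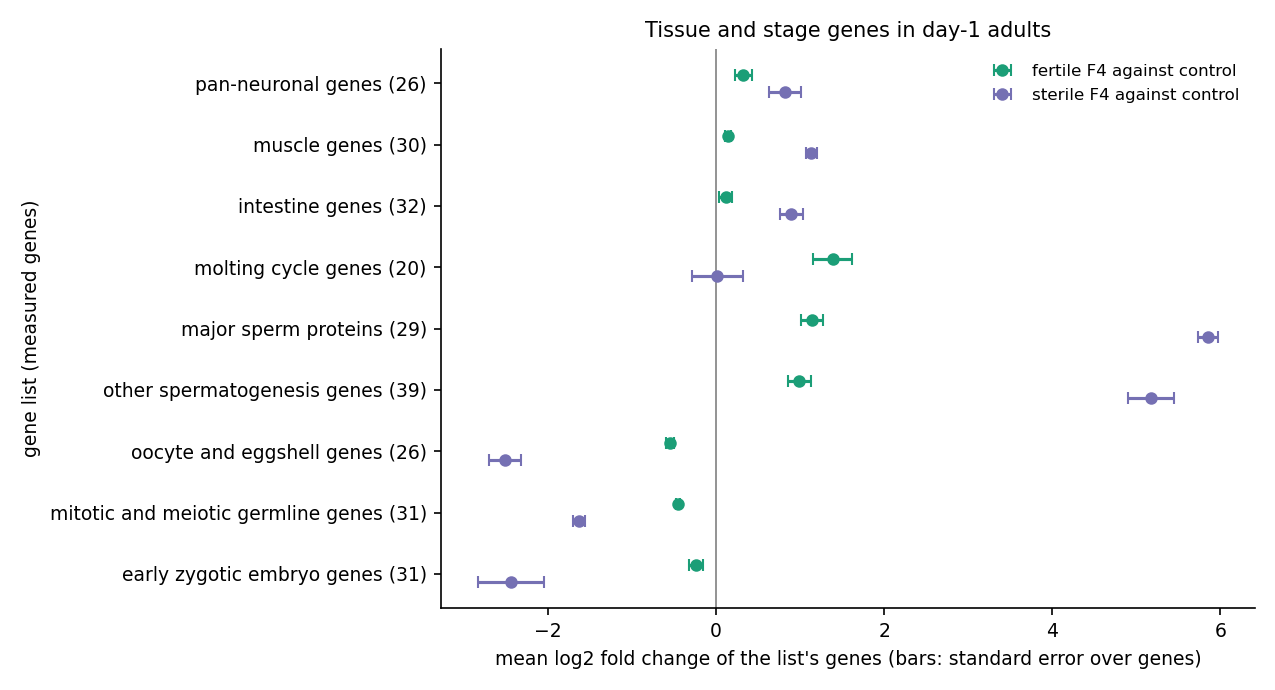
Mean log2 fold change over the genes of each tissue or stage list, with the standard error over genes, for fertile F4 L1starved and sterile F4 L1starved day 1 adults against the same control adults. The means of the molting cycle list are 1.39 in fertile and 0.02 in sterile animals.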

A total of 3841 transcripts were significantly different (adjusted *P* < 0.05) across three independent biological replicates (*n* = 100 animals per replicate) between control and F4^L1starved^ animals that were able to produce progeny and thus contributed to the next generation (“fertile F4^L1starved^”) (Fig. 4C and data S7). Among these genes, we found a significant enrichment and overall up-regulation of class 1 genes downstream of the DAF-16/FoxO transcription factor (*65*). Moreover, a significant proportion of genes down-regulated in TGF-β– and 5-HT–signaling loss-of-function mutants were up-regulated (*66*, *67*), while a significant proportion of genes down-regulated in AMPK signaling loss-of-function mutants were down-regulated in fertile, fed adult animals that experienced L1 starvation compared to control animals (Fig. 4D and data S8 to S11) (*68*). These results demonstrate that starvation during a very specific developmental time window is able to exert molecular and likely metabolic changes that last into the reproductive adult stage even under well-fed conditions.

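Of the 293 measured class 1 genes of data S8, 197 rose and 50 fell in fertile F4 L1starved adults, with a median log2 fold change of 0.61; adjusted over the list alone, 228 rose and 62 fell. The number past the threshold was 97, 107 and 136 without control replicate 1, 2 or 3 and 162, 135 and 159 without fertile replicate 1, 2 or 3. The study chose this table on these libraries, so its direction is not independent evidence. Among 24 known DAF-16 activated genes listed without these data, 6 rose and 1 fell, over all genes and adjusted over the list alone. *lea-1*, a protein of desiccation tolerance, had 10571 ± 380.3 (SD, n = 3) against 5619.6 ± 273 normalized counts in control animals (log2 fold change 0.91, SE 0.09, adjusted p = 0.00054 from limma), and *dao-3*, an enzyme of folate metabolism, had 448 ± 56.4 (SD, n = 3) against 264 ± 19.5 (log2 fold change 0.76, SE 0.13). Their median was 0.44 (camera adjusted p = 0.00666; adjusted p = 0.623 with an estimated correlation), and the call was lost without fertile replicate 1 (adjusted p = 0.0516). Other targets did not pass, with *sod-3* at 0.31 (SE 0.39, adjusted p = 0.569) and *mtl-1* at 0.44 (SE 0.84, adjusted p = 0.715). Of 16 insulin pathway genes, 2 rose and 4 fell (2 and 5 adjusted over the list alone). *akt-1*, the kinase that phosphorylates DAF-16, fell from 3661 ± 248 to 2517 ± 88.9 normalized counts (log2 fold change -0.54, SE 0.10, adjusted p = 0.0051), while *akt-2* had 0.73 (SE 0.21, adjusted p = 0.0334) and was lost without control replicate 1 (adjusted p = 0.1) or 2 (0.128) or fertile replicate 1 (0.111) or 3 (0.0751). *daf-2* had -0.19 (SE 0.10, adjusted p = 0.201), which became 0.08 with upper-quartile scaling, and *daf-16* had -0.28 (SE 0.11, adjusted p = 0.0913), and passed with only control and fertile libraries in the fit (adjusted p = 0.036; up to 0.934 over its alternatives). The median of the pathway was -0.25 (adjusted p = 0.0633) and 0.01 with upper-quartile scaling; the list passed without fertile replicate 3 (adjusted p = 0.0294) or when genes with low values were kept (adjusted p = 0.025). In the same animals the means of tissue lists lay above 0: pan-neuronal genes had a mean log2 fold change of 0.32 ± 0.10 (standard error over 26 genes), muscle genes 0.15 ± 0.03 (30 genes) and intestine genes 0.11 ± 0.08 (32 genes). The pan-neuronal and muscle lists passed camera (adjusted p = 0.00314 and 0.00422; 0.306 and 0.623 with an estimated correlation); the intestine list did not (adjusted p = 0.0549; 0.623 with an estimated correlation), but passed in 10 alternatives (adjusted p from 0.00958 with upper-quartile scaling to 0.048 without control replicate 3).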

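In fertile F4 L1starved adults, 268 of the 321 measured genes that data S9 lists for TGF-β signaling rose and 20 fell, with a median log2 fold change of 1.49. Of 148 serotonin genes of data S10, 111 rose and 10 fell (median 0.86). Of 142 AMPK genes of data S11, 122 fell and 9 rose (median -0.85). Adjusted over the list alone, 293 rose and 23 fell, 133 rose and 14 fell, and 131 fell and 11 rose, in the same order. The study chose the 3 tables on these libraries, so the counts are not independent evidence of direction. The genes past the threshold numbered 81 for AMPK with upper-quartile scaling. Without control replicate 1 they numbered 179 for TGF-β, 78 for serotonin and 74 for AMPK, without control replicate 2 166, 77 and 84, and for TGF-β 191 without control replicate 3 and 184 without fertile replicate 1. Components of the pathways showed no common direction. None of 12 AMPK components passed by limma (0 by edgeR, 2 by DESeq2), and their median was -0.07 (camera adjusted p = 0.656). Of 11 dauer TGF-β and steroid genes, 2 fell and none rose (median 0.10, adjusted p = 0.688); of 9 serotonin genes none passed (1 by edgeR, 1 by DESeq2; median 0.27, adjusted p = 0.414). In data S10, the column for the *tph-1* mutant is above 0 in 134 of 148 genes, of which 109 rose here. In data S9, the mutant's expression is below wild type in 278 of 337 genes, of which 236 rose here. In data S11, the column for the *aak-2* mutant is below 0 in 147 genes, of which 122 fell and 9 rose here. These mutant values are the paper's. The supplement titles data S11 as genes lower in the mutant. Data S10 holds no expression values that fix the direction of its column, and read as wild type over mutant, as in data S9, its signs would turn.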

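Single genes of lipid metabolism rose and fell in fertile F4 L1starved adults. *fasn-1*, the fatty acid synthase, rose from 10383 ± 464 (SD, n = 3) to 17369 ± 627 normalized counts (log2 fold change 0.74, SE 0.11, adjusted p = 0.00177 from limma), while *elo-5*, an elongase of branched fatty acids, fell from 2856 ± 136 to 1629 ± 239.7 (log2 fold change -0.82, SE 0.16, adjusted p = 0.00577). *cpt-4*, of the carnitine palmitoyltransferase family, rose to 178 ± 31.3 from 35.8 ± 11.6, and *lipl-5*, a lysosomal lipase, fell to 406 ± 201 from 1519 ± 333. Of 22 genes of fatty acid synthesis, 3 rose and 3 fell (6 and 3 adjusted over the list alone), and of 45 genes of β-oxidation and lipolysis 5 rose and 1 fell; neither list passed camera (adjusted p = 0.276 and 0.581, medians 0.06 and 0.002), although fatty acid synthesis did with upper-quartile scaling (adjusted p = 0.03). Of 18 genes of the glyoxylate cycle, gluconeogenesis and trehalose, 5 rose and none fell (median 0.19, adjusted p = 0.00128; adjusted p = 0.306 with an estimated correlation). Among detoxification genes, 9 of 57 UDP-glucuronosyltransferases (median 0.29, adjusted p = 0.000138) and 5 of 52 cytochrome P450s (median 0.32, adjusted p = 0.0073) rose, but the 34 glutathione transferases, 1 higher and 1 lower, did not pass as a list (median 0.06, adjusted p = 0.469). Of the C-type lectins, 17 of 85 rose and 1 fell (median 0.25, adjusted p = 0.000852). With an estimated correlation the UDP-glucuronosyltransferases, P450s and lectins had adjusted p = 0.306, 0.623 and 0.623. Autophagy genes, 1 up and 7 down of 30, had a median of -0.20 (adjusted p = 0.0494; adjusted p = 0.623 with an estimated correlation), and the mitochondrial respiratory chain, 2 up and 7 down of 37, had -0.20 (adjusted p = 0.0153; adjusted p = 0.623 with an estimated correlation). Neither list passed with upper-quartile scaling, where both medians turned to 0.07 (adjusted p = 0.561 for autophagy and 0.945 for the respiratory chain), with TMM scaling (0.205 and 0.206), at a mean of at least 50 (0.202 and 0.112), with only control and fertile libraries in the fit (0.128 and 0.0512), with edgeR (0.179 and 0.187; 0.255 and 0.232 with the replicate number as a block) or without fertile replicate 1 (0.0822 and 0.169). Autophagy was also lost with a pseudocount of 5 (0.0541), with the block (0.0787) or without control replicate 1 (0.0683), fertile replicate 2 (0.109) or sterile replicate 1 (0.106), 2 (0.0635) or 3 (0.0579). Neurons and muscle showed small rises, 7 of 26 pan-neuronal genes with 1 lower and 4 of 30 muscle genes with none lower (camera adjusted p = 0.00314 and 0.00422; adjusted p = 0.306 and 0.623 with an estimated correlation). *tbb-4*, a tubulin of ciliated neurons, had 80.7 ± 4.64 (SD, n = 3) against 18.9 ± 1.80. From the genes that differ between well-fed fertile F4 L1starved adults and control adults, the paper concludes that starvation in the L1 stage leaves molecular changes that last into the reproductive adult.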

### Starvation-induced nuclear translocation of DAF-16/FoxO in the germline persists into adulthood

Acute L1 starvation results in nuclear translocation of DAF-16/FoxO in tissues across the entire animal, including the intestine, nervous system, epidermis, and germline precursor cells, resulting in significant up-regulation of downstream target genes (fig. S4A) (*71*). 

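In control L1 animals without food, 490 of the 934 measured class 1 genes of data S12 rose and 149 fell, with a median log2 fold change of 0.37 (camera adjusted p = 1.32e-08; 0.00367 with an estimated correlation). The study chose this table on adult libraries, and 498 rose and 152 fell when adjusted over the list alone. Of 25 known DAF-16 activated genes, 16 rose and 4 fell (17 and 4 adjusted over the list alone; median 1.05). *fat-5*, a palmitate desaturase, rose from 195 ± 45.6 (SD, n = 3) to 1428 ± 178 normalized counts (log2 fold change 2.88, SE 0.17, adjusted p = 8.05e-09), and *hsp-12.3*, a small heat shock protein, from 20.6 ± 11.2 to 222 ± 30.2. *sod-3* rose by 2.58 (SE 0.60, adjusted p = 0.00221) and *mtl-1* by 1.55 (SE 0.20, adjusted p = 9.9e-06). The receptor gene *daf-2* rose from 9789.8 ± 359 to 18432 ± 1153 (log2 fold change 0.91, SE 0.09, adjusted p = 1.3e-06), and *daf-16* by 0.74 (SE 0.13, adjusted p = 0.000229). The lysosomal lipase gene *lipl-3* rose by 4.33 (SE 0.32, adjusted p = 4.92e-08). Growth and molting genes fell. *mcm-2*, a DNA replication helicase, fell to 1353 ± 37.2 (SD, n = 3) from 4975 ± 503, and 50 of 56 genes of the DNA replication and cell division list fell with 3 higher (median -1.03). Most genes of that list are histone genes. Of 80 cytosolic ribosomal proteins 74 fell (median -0.75), and of 20 molting cycle genes 14 fell and 4 rose (median -2.47), with the timing gene *lin-42* at 161 ± 10.1 against 2005 ± 261. Neuropeptides rose, 53 of 99 with 4 lower (median 0.34), and so did cytochrome P450s, 41 of 73 with 11 lower (median 0.72), with *cyp-37B1* at 1264 ± 296 against 31.3 ± 33.9. The camera adjusted p was 0.000265 for DAF-16 activated genes, 3.38e-12 for DNA replication, 5.82e-13 for ribosomal proteins, 0.000245 for molting, 2.18e-05 for neuropeptides and 5.02e-05 for P450s. None of these held with an estimated correlation (adjusted p = 0.351, 0.351, 0.611, 0.469, 0.469 and 0.351). That does not show the lists to be unchanged, since 50 of the 56 genes of the DNA replication list, histone genes included, fell by limma. In all, 9237 genes changed, 4391 higher and 4846 lower; with upper-quartile scaling, which moved the median of all genes by 0.249, 65.6% of 10091 genes were higher. Animals without food were collected 4 hours later than fed animals.

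**Figure D4:**
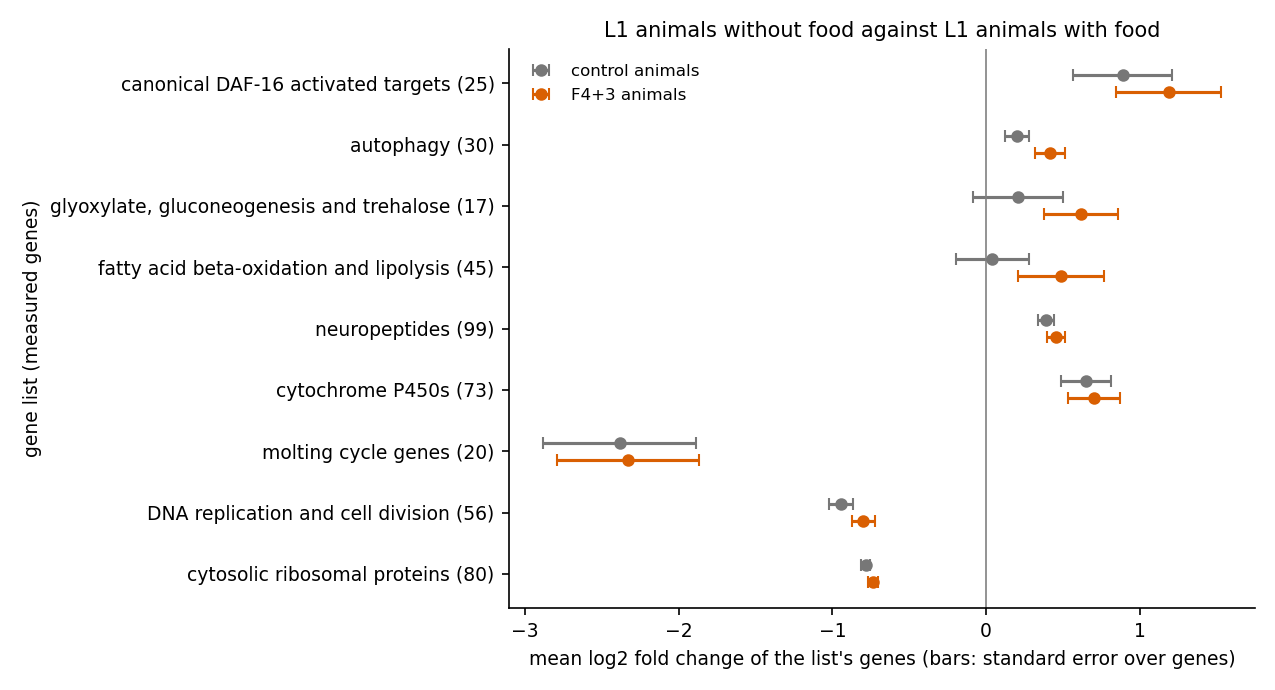
Mean log2 fold change of L1 animals without food against L1 animals with food over the genes of each list, with the standard error over genes, in control and in F4 L1starved + 3 fed animals. The mean of the DAF-16 activated genes is 0.89 in control and 1.19 in F4 L1starved + 3 fed animals.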

As a first indication for which tissues are responsible for the continued up-regulation of DAF-16/FoxO target genes into adulthood, we imaged control and F4^L1starved^-fed adult animals expressing an endogenously mNeonGreen-tagged (mNG) *daf-16/foxo* allele (*daf-16/FoxO::mNG; ot853*) (*48*). In line with previous reports, we found it difficult to properly and reliably quantify tissue-specific relatively mild changes in nuclear and somatic DAF-16/FoxO levels between control and F4^L1starved^, currently fed, animals. However, we observed a prominent and robust nuclear accumulation of DAF-16/FoxO specifically in the mitotic germline of currently fed, adult fertile F4^L1starved^ compared to control adults (Fig. 5A). Although acute starvation in the adult stage also led to a more perinuclear enrichment of the DAF-16/FoxO::mNG::AID protein compared to well-fed adults (fig. S4B), the effect of early life L1 versus acute starvation on DAF-16/FoxO::mNG expression and subcellular localization in the mitotic germline was clearly distinguishable. Because of their potential impact on future generations, changes in the germline are of particular interest when examining the effects of parental experiences on health outcomes of subsequent generations. Thus, to conclusively determine how changes in IIS in the germline contribute to metabolic programming across generations, we used the “AID/TIR1 system” to disrupt DAF-16/FoxO function in a spatial and temporally controlled manner (*72*).

**Fig. 5.**
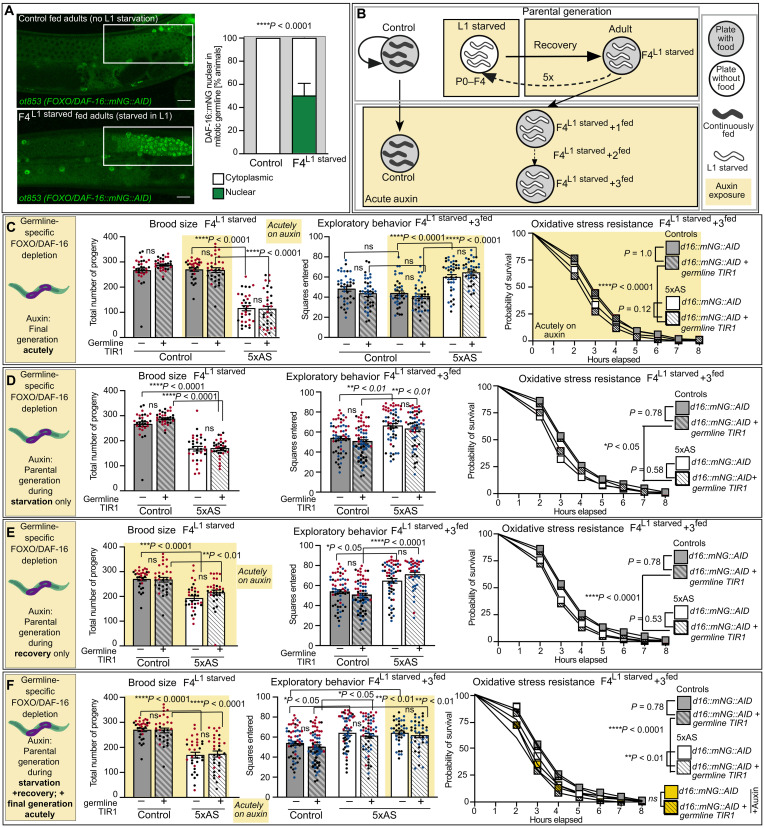
DAF-16/FoxO does not act directly in the germline to mediate metabolic programming across generations. (**A**) CRISPR-Cas-9–generated endogenous DAF-16/FoxO::mNeonGreen translational reporter revealed prominent nuclear accumulation of DAF-16/FOXO in mitotic germline of L1-starved, adult animals under fed conditions. Data were obtained from four independent biological replicates with *n* = 10 per replicate at day 1 of adulthood. Data are presented as mean ± SEM. Significance was determined by chi-square test. Color indicates subcellular localization of DAF-16/FoxO in mitotic germline: White, cytoplasm; green, nucleus. Scale bar, 15 μm. (**B**) Experimental outline used for spatiotemporal depletion of DAF-16/FoxO using the AID/TIR1 system. Yellow, temporally restricted exposure to auxin; gray circle, on food; white circle, no food; gray worms, consistently fed worms; white worms, L1 starved in P0-F4. (**C**) Acute germline-specific depletion of DAF-16 did not affect brood size in controls or exploratory behavior and oxidative stress resistance inter- and transgenerationally. Auxin-dependent depletion of DAF-16/FoxO::mNG::AID in the germline via germline-specific TIR1 expression during (**D**) L1 starvation only, (**E**) recovery only, or (**F**) starvation and recovery did not revert defects in brood size in parental generation, or increased exploratory behavior and decreased oxidative stress resistance of subsequent generations. All groups were exposed to auxin during the specific time window as indicated in the left of each panel. A yellow background indicates additional acute exposure to auxin during experiment. For all brood size experiments, data were obtained from two independent biological replicates with *n* = 16 per replicate, each dot representing one animal. Data are presented as mean ± SEM, and significance was determined by one-way ANOVA with post hoc Tukey. For all exploratory assays, data were obtained from two to three independent biological replicates with *n* = 20 per replicate and is displayed as mean ± SEM. Significance was determined by one-way ANOVA with post hoc Tukey. Data for all oxidative stress experiments are presented as combined data from two to three independent biological replicates with *n* = 70 to 96 per replicate. Significance was determined by log rank (Mantel-Cox test). See also fig. S4. ns, not significant.

To this end, we used a conditional *daf-16/FoxO::mNG* allele (*ot853*) that contains an auxin-inducible degron (AID) at the C terminus. Simultaneous tissue-specific expression of the substrate-recognizing subunit of the plant-specific ubiquitin ligase TIR1 and addition of the substrate auxin allows for robust depletion of DAF-16/FoxO as previously described (fig. S5, A to D) (*48*). Each assay was performed with two strains, of which one only expressed the AID-tagged *daf-16/FoxO::mNG* allele (*ot853*), while the other strain expressed both, *daf-16/FoxO::mNG* and a germline-specific TIR1 transgene (*ot853; ieSi38*). Both strains were exposed to our recurrent starvation paradigm, and DAF-16/FoxO was depleted by temporally controlled addition of water-soluble auxin during four distinct periods: (i) acutely during the final stage of any assay performed; (ii) during L1 starvation only; (iii) during recovery after starvation until adulthood; or (iv) continuously during both, L1 starvation and recovery in F4^L1starved^ animals (Fig. 5B). The strain that did not express TIR1 served as a control for all conditions to exclude any side effects of exposure to auxin itself.

Exposure to auxin alone or germline-specific depletion of DAF-16/FoxO via germline-specific TIR1 expression in fed control animals did not result in changes in brood size, exploratory behavior, or oxidative stress resistance (Fig. 5C). Moreover, both strains recapitulated the fertility defects in F4^L1starved^ animals in response to early life starvation and acute depletion of DAF-16/FoxO in the germline did not affect increased exploration or reduced oxidative stress resistance in F4^L1starved^ + 1^fed^ or F4^L1starved^ + 3^fed^ animals (Fig. 5C and fig. S4G). These results suggest that DAF-16/FoxO function in the germline does not contribute to brood size, exploratory behavior, or oxidative stress resistance under normal conditions. Moreover, they indicate that the observed inter- and transgenerational IIS-dependent phenotypes are not a result of decreased DAF-16/FoxO activity in the germline of F4^L1starved^ + 1^fed^ and F4^L1starved^ + 3^fed^ animals.

Germline-specific depletion of DAF-16/FoxO in the parental generation during acute starvation (Fig. 5D and fig. S4H), recovery (Fig. 5E and fig. S4I), or starvation and recovery continuously (Fig. 5F and fig. S4J) did not improve fertility defects in F4^L1starved^ or affect exploration or oxidative stress resistance in F4^L1starved^ + 1^fed^ and F4^L1starved^ + 3^fed^ animals. Thus, despite the prominent and prolonged nuclear accumulation of DAF-16/FoxO in the germline of L1-starved animals into adulthood, our data indicate that neither acute nor prolonged increased DAF-16/FoxO activity in the germline contribute to the observed IIS-dependent phenotypes in subsequent generations. In conclusion, these findings suggest that IIS does not act directly in the germline to initiate or manifest metabolic programming across generations.

### Starvation-induced increase of DAF-16/FoxO activity in somatic tissues causes metabolic programming across generation

Because *daf-16* does not appear to act in the germline to control metabolic programming, we tested whether *daf-16* is required in the soma and, if so, at what time it is required. Are acute inter- and transgenerational changes in DAF-16/FoxO activity the sole drivers of defects in oxidative stress resistance and exploratory behavior, or does the observed starvation-induced up-regulation of DAF-16/FoxO in the parental generation play a role in initiating mechanisms that ultimately lead to these observed phenotypes? To address these possibilities, we crossed a pansomatic TIR1 transgene (*ieSi57*) into the *daf-16/FoxO::mNG* allele (*ot853*) to deplete DAF-16/FoxO from all somatic tissues except the germline in an auxin-dependent, temporally controlled manner (fig. S5B).

Acute, pansomatic depletion of DAF-16/FoxO in control fed, as well as F4^L1starved^ + 1^fed^ and F4^L1starved^ + 3^fed^ animals significantly decreased the animals’ oxidative stress resistance compared to their respective controls (Fig. 6A and fig. S5F). Along with our findings from loss-of-function mutants, these results suggest that ancestral starvation results in impaired but not completely abolished DAF-16/FoxO function in somatic tissues, which is responsible for reduced resistance to oxidative stress compared to control animals.

**Fig. 6.**
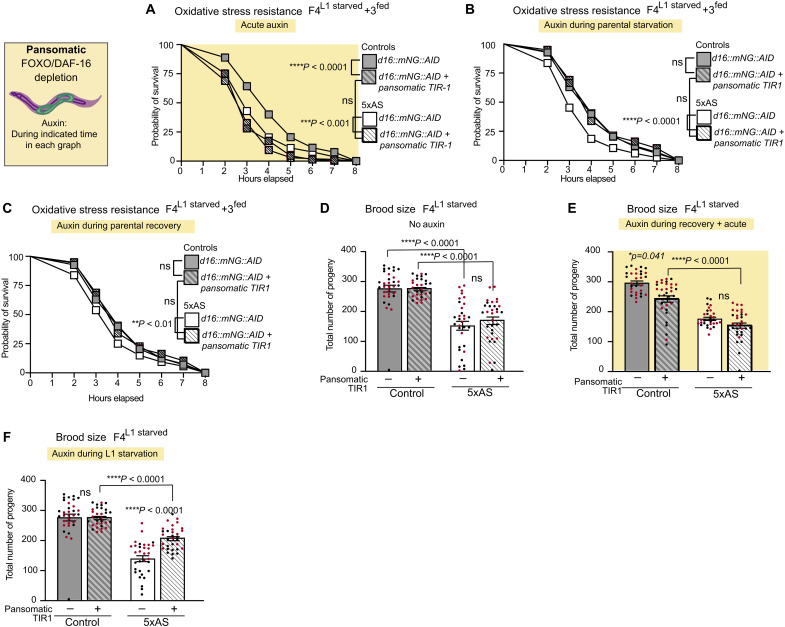
Starvation-induced increase of DAF-16/FoxO activity in somatic tissues causes metabolic programming across generation. In the following experiments, DAF-16/FoxO::mNG::AID was depleted by expressing TIR1 pansomatically and only upon specific addition of auxin during distinct time points as described below: (**A**) Acute pansomatic DAF-16/FoxO depletion decreased oxidative stress resistance in control and F4^L1starved^ + 3^fed^ animals. (**B**) Pansomatic DAF-16/FoxO depletion during the starvation phase in the parental generation only prevented decreased oxidative stress resistance in F4^L1starved^ + 3^fed^ animals. (**C**) Pansomatic DAF-16/FoxO depletion during the recovery phase in the parental generation only prevented decreased oxidative stress resistance in F4^L1starved^ + 3^fed^ animals. Data for all oxidative stress experiments were collected on day 2 of adulthood and are presented as combined data from three independent biological replicates with *n* = 70 to 96 per replicate. Statistical significance was determined by log rank (Mantel-Cox test). (**D**) Pansomatic expression of TIR1 does not affect brood size in the absence of auxin in control or F4^L1starved^ animals. (**E**) Pansomatic DAF-16/FoxO depletion from L1 to adulthood mildly decreased brood size in control animals. Pansomatic DAF-16/FoxO depletion after L1 starvation into adulthood did not suppress the decreased brood size phenotype of F4^L1starved^ animals. (**F**) Pansomatic DAF-16/FoxO depletion exclusively during the L1 starvation phase significantly increased brood size in adult F4^L1starved^ animals. In each panel, all groups were exposed to auxin during the specific time window as indicated in the figure. A yellow background indicates additional acute exposure to auxin during experiment. Data for all brood size experiments were obtained from two independent experiments with *n* = 16 per experiment. Each dot represents one animal. Data are presented as mean ± SEM, and significance was determined by one-way ANOVA with post hoc Tukey. See also fig. S5. ns, not significant.

Pansomatic depletion of DAF-16/FoxO during either the starvation phase (Fig. 6B and fig. S5G) or the recovery phase (Fig. 6C and fig. S5H) in the parental generation was sufficient to revert the impaired oxidative stress resistance in subsequent generations. These findings indicate that the prolonged increase in DAF-16/FoxO activity into adulthood as a result of acute up-regulation of DAF-16/FoxO in the soma during starvation is critical in establishing mechanisms that result in IIS-dependent decreased oxidative stress resistance in subsequent generations.

Next, we assessed the role of somatic DAF-16/FoxO signaling in regulating brood size. Pansomatic TIR1 expression in the absence of auxin did not affect brood size in DAF-16::mNG::AID control and F4^L1starved^ animals (Fig. 6D). However, we found that auxin-induced pansomatic DAF-16/FoxO depletion modestly decreased brood size in control animals under normal conditions (Fig. 6E). Moreover, we found that pansomatic DAF-16/FoxO depletion during the starvation phase (Fig. 6F), but not during the recovery phase (Fig. 6E), significantly increased the number of offspring in L1-starved animals, demonstrating that nutritional stress–induced up-regulation of pansomatic DAF-16/FoxO contributes to the observed impaired fertility of L1-starved animals.

We had shown above that constitutive removal of DAF-16/FoxO function increased exploratory behavior in control animals and reverted the difference in exploration between control and ancestrally starved animals (Fig. 3A). However, acute pansomatic depletion of DAF-16/FoxO was insufficient to increase exploration in either control or ancestrally starved animals (fig. S5I). In addition, pansomatic DAF-16/FoxO depletion during either the starvation phase (fig. S5J) or the recovery phase (fig. S5K) in the parental generation also did not prevent increased exploration in subsequent generations. Thus, postembryonic, conditional depletion of DAF-16/FoxO from either the germline or all somatic tissues using the AID/TIR1 system is not sufficient to acutely impact exploratory behavior in control or ancestrally starved animals (please also see Discussion). Together, our findings point to distinct roles of DAF-16/FoxO activity in somatic tissues during specific developmental time windows in initiating metabolic programming, resulting in IIS-dependent phenotypes across generations.

### Starvation-induced changes in neuronal and intestinal DAF-16/FoxO signaling contribute to parental sterility and descendant’s impaired stress resistance

Last, we aimed to further narrow down the somatic tissue(s) in which changes in DAF-16/FoxO action are required to initiate and manifest metabolic programming. We determined the effects of DAF-16/FoxO depletion specifically from the nervous system and the intestine (fig. S5, C and D), because (i) both tissues are important regulators of metabolism and (ii) our transcriptome analysis between fed control versus F4^L1starved^ + 3^fed^ animals pointed to an enrichment of genes specifically expressed in these tissues (Fig. 2C). 

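Genes that mark the nervous system and the intestine had medians close to 0 in fed F4 L1starved + 3 fed L1 animals. The 28 pan-neuronal genes, which serve synaptic release and neurotransmitter use, had a median log2 fold change of -0.06 (limma's camera adjusted p = 0.345), and 99 neuropeptides had -0.02 (adjusted p = 0.345). The 32 intestine genes, such as *ges-1*, a gut esterase at -0.02 (SE 0.11, adjusted p = 0.974), and *elt-2*, the main transcription factor of the gut at 0.36 (SE 0.21, adjusted p = 0.669), had 0.003 (adjusted p = 0.938). Muscle genes, as another tissue, had -0.003 over 30 genes (adjusted p = 0.911). None of the genes in these 4 lists passed limma's test over all genes, and the same held adjusted over the list alone; *ges-1* and *elt-2* were chosen after their values were seen. DESeq2 on recovered reads and edgeR called 0 genes of these lists. Neuropeptides passed as a list without control replicate 2 (adjusted p = 0.0254) or F4 L1starved + 3 fed replicate 3 (adjusted p = 0.00872). The lists test marker genes of a tissue. An enrichment among called genes, as the paper computed with WormBase tools, was not analysed here, since limma called 2 genes.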

Here, we crossed animals expressing the *daf-16/FoxO::mNG* allele to animals expressing TIR1 under the control of either a panneuronal (*rgef-1*; *reSi7*) or intestine-specific (*ges-1*; *ieSi61*) promoter and exposed the animals to auxin during distinct developmental and generational time points as described above.

Tissue-specific DAF-16/FoxO depletion during acute starvation from either the nervous system or intestine (fig. S5, C and D) significantly improved fertility defects observed in F4^L1starved^ animals (Fig. 7A). Thus, IIS-dependent signals generated in response to nutritional stress during early life in both the intestine and nervous system contribute to fertility defects in adulthood.

**Fig. 7.**
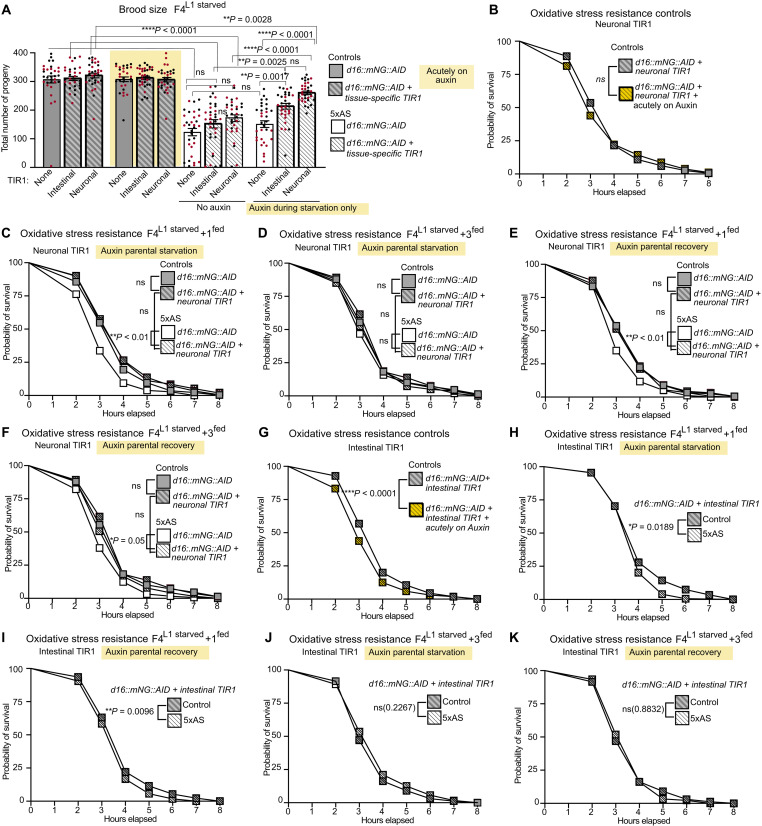
Starvation-induced changes in intestinal and neuronal DAF-16/FoxO signaling contribute to parental sterility and descendant’s impaired stress resistance. DAF-16/FoxO::mNG::AID was depleted by expressing TIR1 under the control of a panneuronal or intestine-specific promoter upon specific addition of auxin during distinct time points: (**A**) Intestine- and neuron-specific DAF-16/FoxO depletion exclusively during L1 starvation improved fertility defects of F4^L1starved^ animals. Brood size was determined from two independent biological replicates with *n* = 16 per replicate. Data are presented as mean ± SEM. Each dot represents one animal. Statistical significance was determined by one-way ANOVA with post hoc Tukey. (**B**) Acute depletion of DAF-16/FoxO from the nervous system did not affect oxidative stress resistance to paraquat in control animals. (**C**) Neuronal depletion of DAF-16/FoxO exclusively during L1 starvation reverted decreased oxidative stress resistance in F4^L1starved^ + 1^fed^ and (**D**) F4^L1starved^ + 3^fed^ animals. The no-TIR1 F4^L1starved^ + 3^fed^ animals did not display the usually observed decreased oxidative stress resistance due to one of three replicates performed. (**E**) Neuronal depletion of DAF-16/FoxO during the recovery phase in the parental generation only reverted decreased oxidative stress resistance in F4^L1starved^ + 1^fed^ and (**F**) F4^L1starved^ + 3^fed^ animals. (**G**) Acute DAF-16/FoxO depletion from intestine decreased oxidative stress resistance in control animals. (**H**) Intestinal DAF-16/FoxO depletion during L1 starvation or (**I**) the recovery phase only in the parental generation is not sufficient to revert decreased intergenerational oxidative stress resistance in F4^L1starved^ + 1^fed^ animals. (**J**) Transgenerational decrease in oxidative stress resistance is reverted upon intestinal DAF-16/FoxO depletion during L1 starvation or (**K**) recovery period of the parental generation. In each panel, groups were exposed to auxin during the specific time window as indicated. A yellow background indicates additional acute exposure to auxin during experiment. Data for oxidative stress experiments were collected on day 2 of adulthood and are presented as combined data from two to three independent biological replicates with *n* = 80 to 103 per replicate. Statistical significance was determined by log rank (Mantel-Cox test). ns, not significant.

Oxidative stress resistance was not affected by acute removal of neuronal DAF-16/FoxO function in control animals (Fig. 7B). However, neuronal DAF-16/FoxO depletion during either starvation (Fig. 7, C and D) or recovery (Fig. 7, E and F) in the parental generation was sufficient to improve oxidative stress resistance in F4^L1starved^ + 1^fed^ and F4^L1starved^ + 3^fed^ animals. These results suggest that although neuronal DAF-16/FoxO might play a negligible role in the animals’ acute response to oxidative stress (Fig. 7B), starvation-induced up-regulation of neuronal DAF-16/FoxO is critical for initiating mechanisms that determine oxidative stress resistance in subsequent generations.

Interpretation of results obtained for oxidative stress resistance in response to intestinal DAF-16/FoxO depletion proved to be more challenging. The intestinal TIR1-expressing control strain displayed an increased oxidative stress resistance compared to the no TIR1 control strain even in the absence of auxin (fig. S6A). We therefore only compared the effects of DAF-16/FoxO depletion between intestinal TIR1-expressing animals. Acute depletion of DAF-16/FoxO in the intestine slightly decreased oxidative stress resistance in control animals (Fig. 7G), demonstrating that DAF-16/FoxO signaling in the intestine is necessary to elicit a complete oxidative stress response. Moreover, although intestinal DAF-16/FoxO depletion during either the starvation (Fig. 7H) or recovery phase (Fig. 7I) in the parental generation did not fully revert the intergenerational decreased oxidative stress resistance in F4^L1starved^ + 1^fed^ animals, decreased oxidative stress resistance was no longer seen transgenerationally in F4^L1starved^ + 3^fed^ compared to control animals (Fig. 7, J and K). These results could point to distinct mechanisms responsible for mediating intergenerational versus transgenerational metabolic programming phenotypes. Alternatively, it is possible that the perseverance of metabolic programming phenotypes across generations is, in part, determined by the relative amount of signal generated in response to nutritional stressors across different tissues in the ancestral generation that experienced early life starvation.

## DISCUSSION

By using a recurrent starvation paradigm in *C. elegans*, we provide direct evidence that DAF-16/FoxO, the main downstream target of the IIS pathway, plays critical and distinct roles in metabolic programming (Fig. 8).

**Fig. 8.**
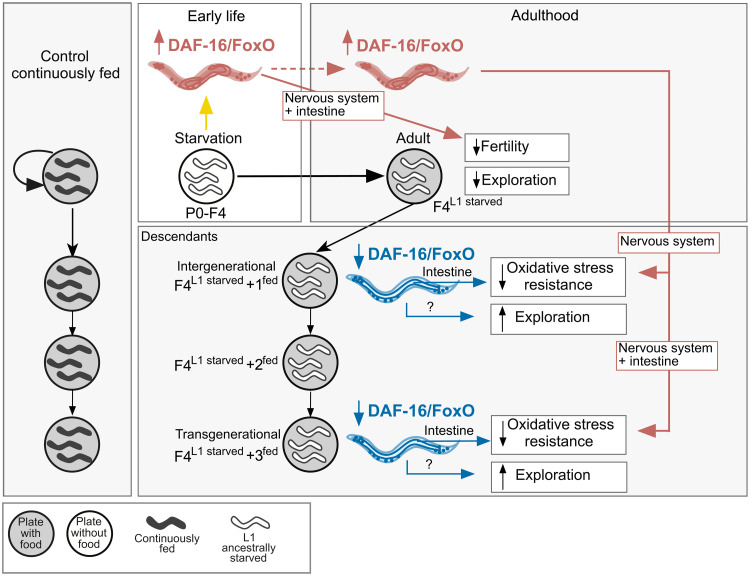
Proposed model how starvation-induced acute and transgenerational changes in somatic IIS drive metabolic programming across generations. Acute starvation during early life increases DAF-16/FoxO in somatic tissues, which persists into adulthood. Increased DAF-16/FoxO activity in the nervous system and intestine during starvation contribute to decreased fertility in adults. Moreover, the prolonged increased DAF-16/FoxO activity into adulthood is critical in initiating mechanisms that lead to decreased oxidative stress resistance inter- and transgenerationally. Early life starvation–induced increase in DAF-16/FoxO in the nervous system and intestine is involved in initiating mechanisms resulting in transgenerational effects on oxidative stress resistance. Inter- and transgenerational decrease in DAF-16/FoxO function in the intestine is, at least in part, responsible for manifesting decreased oxidative stress resistance in each generation. Although our data show that inter- and transgenerational increases in exploration depend on IIS, at this point we do not know when and where IIS acts to mediate this phenotype across generations. Gray circle, food; white circle, no food; dark gray worms, continuously fed controls; white worms, animals that experienced L1 starvation in parental generation. Red color indicates increased activity, whereas blue color indicates decreased activity.

A critical role for altered insulin signaling in metabolic programming has been suggested as early as the 1950s, when first correlations between maternal glucose levels, fetal hyperinsulinemia, and adverse health outcomes in the offspring were made (*73*). Since then, an increasing amount of human epidemiological and animal studies have provided additional evidence that nutritional and metabolic stressors affect insulin levels, as well as insulin sensitivity, ultimately affecting the activity of the insulin signaling pathway and its downstream targets not only in the parental but also in subsequent generations (*74*–*76*). However, only very few studies were able to establish a causal link between altered insulin signaling and molecular, cellular, and metabolic phenotypes intra- or intergenerationally (*30*, *41*, *77*). To our knowledge, our study is the first to provide mechanistic evidence that nutrition-induced changes in somatic insulin signaling are directly responsible for molecular, physiological, and behavioral impairments transgenerationally.

Despite the relative simplicity of *C. elegans*, the striking similarities in starvation-induced phenotypes we observe in our study and metabolic programming phenotypes described in rodents and humans underscore the relevance of our findings in deciphering fundamental mechanisms underlying adverse health outcomes across generations. For example, malnutrition and impaired metabolic health significantly impair both male and female fertility in humans (*78*). We demonstrate that such defects in fertility are partially mediated by acute diet-induced changes in IIS, specifically via DAF-16/FoxO signaling in somatic tissues, including the intestine and nervous system. Moreover, maternal obesity and high-fat diet (HFD) consumption correlate with elevated markers of oxidative stress in their offspring in rodents (*79*, *80*). We found that early life starvation impairs oxidative stress resistance not only intergenerationally but also transgenerationally. In addition, we identified that the starvation-induced changes in somatic DAF-16/FoxO activity, which continue throughout the animals’ lifetime at least until early adulthood, play an important role in establishing mechanisms that lead to these physiological changes across generations. A recent study determined that maternal exposure to osmotic stress improved the offspring’s ability to survive under similar osmotic conditions and that this intergenerational adaptation of osmotic stress resistance was dependent on maternal DAF-16/FoxO signaling in the germline (*81*). Thus, DAF-16/FoxO seems to affect physiology and behavior across generations in a stress-dependent manner and via tissue-specific mechanisms. Overall, our findings further highlight the importance of well-balanced insulin levels throughout the lifetime of an organism to prevent a multitude of adverse health outcomes in subsequent generations.

The increased exploratory phenotype we observed in ancestrally starved animals under fed conditions resembles the recently described increased novelty-induced hyperlocomotion in male offspring of postnatally HFD-fed mothers in mice (*82*), pointing to a potential evolutionary conservation of this phenomenology. We demonstrate that changes in exploratory behavior depend on IIS. However, we were unable to identify the timing and cellular focus of aberrant IIS in mediating this behavior using the conditional AID/TIR1 system. It is possible that our approach did not sufficiently remove DAF-16/FoxO to fully recapitulate the loss-of-function phenotype or that DAF-16/FoxO acts in both the germline and somatic tissues to regulate behavior on food. Alternatively, increased exploratory behavior could have been mediated by nutrition-induced changes in IIS during embryonic development. In our hands, auxin exposure did not deplete DAF-16/FoxO in embryos expressing TIR1 (fig. S5E); this may be particularly important, because the AIY interneuron, a neuron previously shown to be critically involved in exploratory behavior (*83*, *84*), requires DAF-16/FoxO for proper axon outgrowth during development (*85*).

One of the major questions that remains is how nutrition-induced changes in somatic IIS in the parental generation lead to altered IIS-dependent molecular, behavioral, and physiological phenotypes across generations. As indicated earlier, developmental processes are highly sensitive to changes in nutritional, hormonal, and metabolic environment. Fetal hyperinsulinemia in the brain is associated with decreased expression of proliferative genes in the hypothalamus, potentially contributing to observed changes in neuronal cell number (*76*). Moreover, aberrant insulin signaling as a result of maternal HFD feeding contributes to impaired axon innervation of hypothalamic pro-opiomelanocortin neurons to a specific downstream intrahypothalamic target area, which was associated with impaired glucose tolerance in the offspring in mice (*30*). Thus, such direct developmental defects mediated by changes in signaling pathways regulating metabolism can predispose offspring of malnourished parents for an impaired metabolic health throughout lifetime. These metabolic impairments in the immediate offspring could be sufficient to again create an aberrant metabolic environment during development of the next generation, thereby creating a cascade of metabolic programming across generations (*86*).

In addition to such direct developmental defects from imbalanced metabolic signaling events, there is growing evidence that diet- and metabolism-mediated changes in the epigenome particularly in the germline contribute to metabolic programming across generations. How could germline-generated signals play any role in inter- and transgenerational phenotype development in our paradigm in which starvation occurs during the L1 stage, during which *C. elegans* only has two germline precursor cells? Signals generated as a response to acute starvation would be diluted during subsequent proliferation and meiotic development until the fully mature germline is present in adult animals. However, our findings that early life starvation leads to drastic molecular changes that last into adulthood highlight the prolonged exposure and, thus, vulnerability of the germline to metabolic changes that go beyond the time window of acute stress exposure. This “metabolic rewiring” of the exposed animal, in particular somatic changes in IIS, could lead to the generation of “heritable” changes in the germline, including epigenetic signals, at any time point and thereby contribute to phenotype development in subsequent generations. Over the past decade, an increasing amount of human and animal studies have found that parental diet and metabolism affect patterns of DNA methylation, histone modifications, and levels of noncoding RNAs not only in the parents but also in their offspring (*4*, *87*, *88*). A large subset of genes encoding for critical factors involved in the biogenesis and function of small RNAs are class 2 downstream targets of IIS (i.e., *dcr-1*, *drh-3*, *rde-4*, *rrf-1*, *hrde-1*, *mut-14*, *mut-16*, *nrde-2*, *nrde-4*, and *sago-2*) (*65*), and we found a significant down-regulation of some of these genes in adult animals that experienced starvation during early life compared to consistently fed control animals (fig. S7). 

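Of the 10 small RNA factors, *mut-16* and *nrde-4* fell in fertile F4 L1starved adults. *mut-16*, the scaffold of Mutator foci where secondary small RNAs are made, had 3806 ± 226 (SD, n = 3) against 5775 ± 446 normalized counts in control animals (log2 fold change -0.60, SE 0.12, adjusted p = 0.00813 from limma). *nrde-4*, a factor of nuclear RNA interference, had 1781 ± 211 (SD, n = 3) against 2504 ± 107 (log2 fold change -0.50, SE 0.14, adjusted p = 0.03). The Dicer gene *dcr-1* had 3961 ± 546 (SD, n = 3) against 5089.6 ± 269 and missed the threshold (log2 fold change -0.37, SE 0.12, adjusted p = 0.0513), passing by DESeq2 (adjusted p = 0.0357; 0.0221 to 0.416 over its alternatives). The log2 fold change was -0.40 (SE 0.16, adjusted p = 0.0852) for *drh-3*, -0.41 (SE 0.20, adjusted p = 0.158) for *rde-4*, -0.30 (SE 0.14, adjusted p = 0.138) for *rrf-1*, -0.39 (SE 0.19, adjusted p = 0.157) for *hrde-1* and -0.42 (SE 0.21, adjusted p = 0.156) for *mut-14*. It was -0.09 (SE 0.16, adjusted p = 0.704) for *nrde-2* and -0.14 (SE 0.19, adjusted p = 0.593) for *sago-2*, both of which turned positive with upper-quartile or TMM scaling. As a list, 2 of 10 fell over all genes and 3 adjusted over the list alone, none rose, and the median was -0.40 (camera adjusted p = 0.0153; adjusted p = 0.623 with an estimated correlation). With only control and fertile libraries in the fit, 8 of 10 fell: *dcr-1*, *drh-3*, *rde-4*, *rrf-1*, *hrde-1* and *mut-14* passed too (adjusted p from 0.0116 to 0.0447, where upper-quartile scaling gave these 6 genes 0.409 to 0.844). The paper names these factors for these libraries, so the list is not independent evidence of its direction. The call of the list was lost without fertile replicate 1 (adjusted p = 0.129) or at a mean of at least 50 (adjusted p = 0.0644), and the median was -0.13 with upper-quartile scaling. *nrde-4* did not pass with upper-quartile or TMM scaling, with edgeR, or without any 1 control or fertile library apart from fertile replicate 3 (adjusted p from 0.0583 to 0.116). Some germline genes fell in the same animals. Of 31 genes of germline mitosis and meiosis, 9 fell and none rose (11 fell adjusted over the list alone), with a median of -0.43. Their camera adjusted p was 9.91e-06 (0.623 with an estimated correlation), and they were not tested against the 10 factors. Among those that fell was the poly(A) polymerase gene *gld-2* at -0.57 (SE 0.12, adjusted p = 0.0097). In sterile F4 L1starved adults, 8 of the 10 factors fell and none rose (median -1.50), alongside all 31 germline genes (median -1.66).

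**Figure D5:**
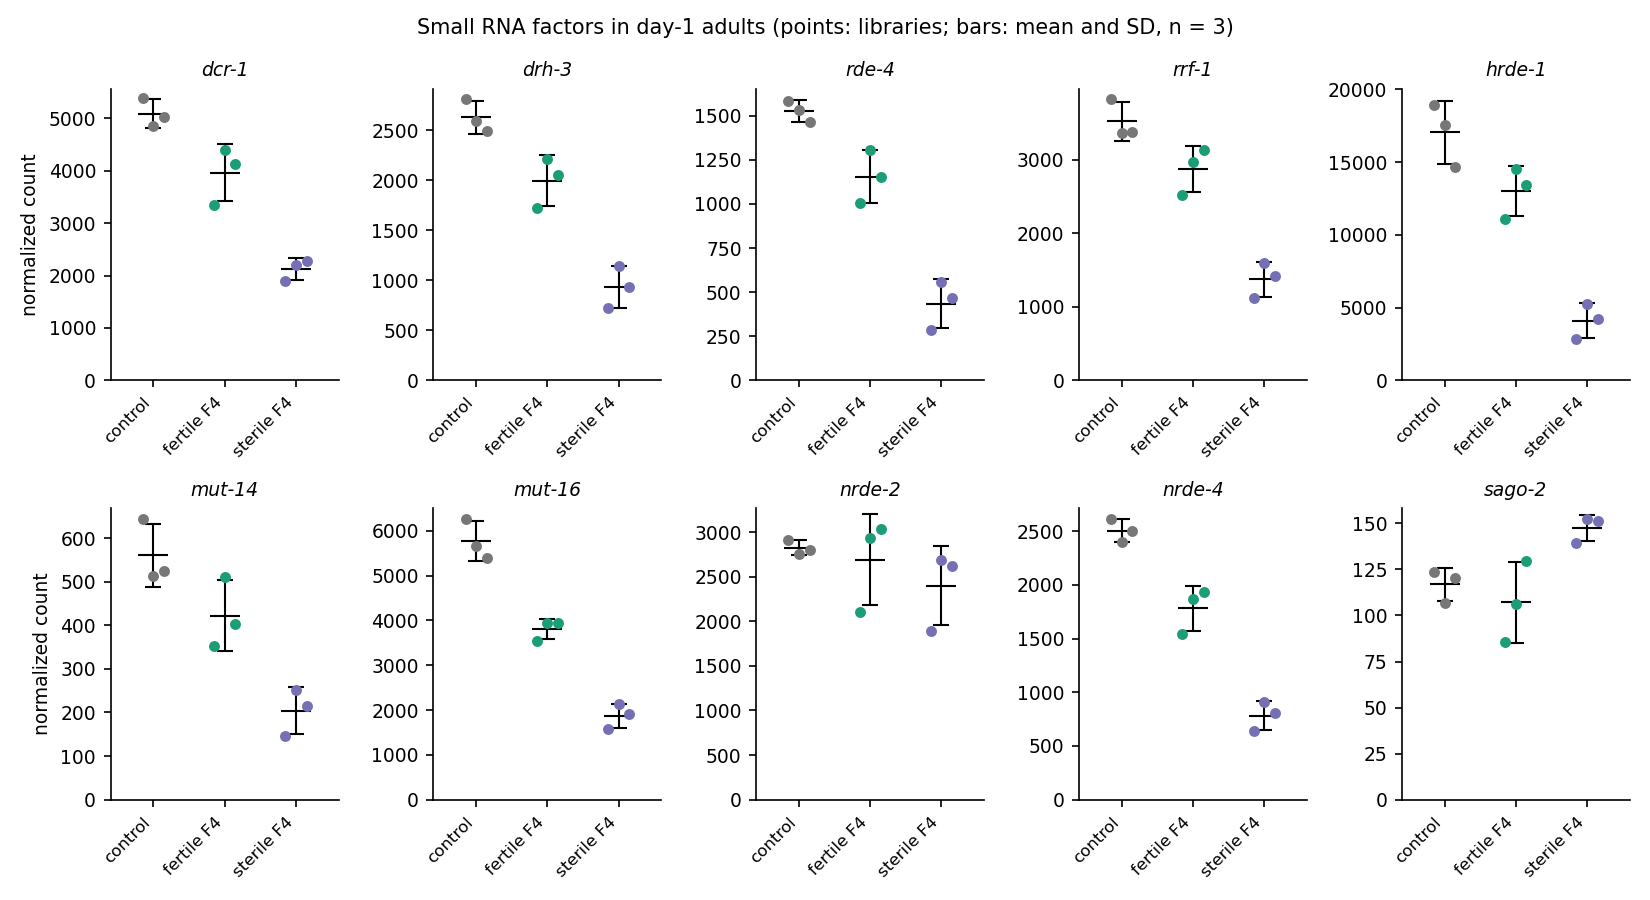
Normalized counts of 10 small RNA factors in each adult library (points), with the mean and SD of 3 libraries per group. Fertile means lie below control means for all 10 genes, which turns for *nrde-2* and *sago-2* with upper-quartile or TMM scaling, and *sago-2* has its highest mean in sterile animals.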

A previous study suggested that L1 starvation in *C. elegans* directly influences the small RNA pool of the starved animal throughout its lifetime and that some of these epigenetic changes are inherited transgenerationally (*43*). Another study was able to demonstrate that neuronally generated RDE-4–dependent small RNAs are able to modify gene expression transgenerationally (*89*), including expression of *saeg-2*, which had been implicated in the regulation of foraging behavior (*90*). Last, metabolism pathways also generate and depend on several metabolites (e.g., acetyl–coenzyme A, *S*-adenosyl-l-methionine, adenosine 5′-triphosphate, and nicotinamide adenine dinucleotide) that are necessary for regulatory modifications of chromatins (*91*). Thus, it is conceivable that there is a dynamic interplay between changes in metabolism and the biogenesis of epigenetic factors that could in turn contribute to metabolic programming across generations. However, whether the observed changes in epigenetic signals are causative to or a result of changes in metabolism across generations and which role they play in our paradigm of metabolic programming still remains to be deciphered.

The range of fertility defects seen in L1-starved adult animals could also point to nutritional stress–induced selection for animals or a subset of germ cells with distinct intrinsic features that provide advantages to survive and recover from such adverse conditions. These intrinsic features could in turn be inherited and, thus, be responsible for changes in physiology and behavior in subsequent generations. For example, while fertile F4^L1starved^ animals responded with a strong up-regulation of DAF-16/FoxO target genes compared to control fed animals, this response was blunted compared to the even stronger up-regulation seen in sterile F4^L1starved^ animals (fig. S3A and data S12). 

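Class 1 genes were higher in sterile F4 L1starved than in fertile F4 L1starved adults. Of the 293 class 1 genes of data S8, 207 rose and 38 fell in sterile animals against fertile ones, with a median log2 fold change of 1.00 (camera adjusted p = 5.78e-10; 0.0255 with an estimated correlation). The study chose this table on control against fertile animals, which shares the fertile libraries. Of 958 measured genes of data S12, 866 rose and 83 fell (median 1.17), but the study chose that table on these very libraries, so its direction is not independent evidence. Among 24 known DAF-16 activated genes, 16 rose and 2 fell (15 and 2 adjusted over the list alone; median 1.11, adjusted p = 0.00715; adjusted p = 0.303 with an estimated correlation). *gpd-2*, a glycolytic enzyme, had 5613 ± 522 (SD, n = 3) normalized counts in sterile against 1931 ± 134 in fertile animals (log2 fold change 1.54, SE 0.11, adjusted p = 3.02e-06). *icl-1* had 20556 ± 1595 (SD, n = 3) against 9404 ± 859 (log2 fold change 1.13, SE 0.12, adjusted p = 9.72e-06), and *sod-3* had 162 ± 67.1 (SD, n = 3) against 50.0 ± 22.5 (log2 fold change 1.72, SE 0.39, adjusted p = 0.0016). *mtl-1* had 2.53 (SE 0.84, adjusted p = 0.0159), and was lost without fertile replicate 3 (adjusted p = 0.072) or sterile replicate 1 (adjusted p = 0.0582). *daf-16* itself had -0.04 (SE 0.11, adjusted p = 0.751), but rose with upper-quartile scaling (0.35, adjusted p = 0.00316; up to 0.993 over its alternatives). *daf-2* fell to 2689.6 ± 113 from 4427 ± 426 (SD, n = 3). Sperm and oocyte genes moved far more: 38 of 39 spermatogenesis genes rose (median 4.62), and 24 of 26 oocyte and eggshell genes fell with 2 higher (median -2.19). Muscle genes, 29 of 30 higher with none lower, had a median of 1.11 (adjusted p = 2.25e-09; adjusted p = 0.25 with an estimated correlation). In all, 10519 of 13413 genes changed between sterile and fertile animals, 5206 higher and 5313 lower.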

If this blunted response was due to heritable, intrinsic changes in fertile F4^L1starved^ animals, the following generation would then be enriched for animals with relatively reduced activity of DAF-16/FoxO, which was one of the key findings from our study. The nature of such intrinsic features could include any heritable signals, such as DNA mutations, epigenetic signals, or mitochondria. However, to date, we do not know why some animals recover from L1 starvation better than others, and do not have any evidence in support of or against such a selection-driven mechanism underlying metabolic programming.

None of the hypotheses discussed above in regard to how nutrition-induced changes in IIS might mediate metabolic programming are mutually exclusive. Although a large number of studies in the field of metabolic programming has focused on identifying changes in the epigenome that could underlie observed inter- and transgenerational phenotypes, the current lack of causative evidence between phenotypes and epigenetic changes demonstrates the complexity of, and highlight the necessity for engaging in in-depth, detailed dissections of mechanisms underlying intra-, inter-, and transgenerational metabolic programming. Thus, future studies are required to decipher the potential interplay and dependency between IIS, metabolic changes, epigenetic signals, and developmental processes and to dissect their organ-specific roles that mediate their relative contribution to metabolic programming across generations.

## MATERIALS AND METHODS

### *C. elegans* strains and handling

Worms were grown at 20°C on nematode growth medium (NGM) plates seeded with *Escherichia coli* (OP50) bacteria as food source unless otherwise mentioned. Worms were maintained according to standard protocols. The wild-type strain used was the Bristol variety, strain N2. A complete list of strains and transgenes used in this study is provided in Table 1. All strains used for our recurrent starvation paradigm were maintained for at least five generations under well-fed and clean conditions before paradigm was started.

**Table 1.** List of *C. elegans* strains used in this study.

Strain	Source	Identifier
N2	Caenorhabditis Genetics Center (CGC)	Wormbase: N2; Wormbase: WBStrain 00000001
*daf-16(mu86)*	(*51*)	CF1038
*daf-2(e1370)*	(*61*)	OH8521 (outcrossed to laboratory N2 4×)
*ot853*	(*48*)	OH14125
*ieSi38*	(*72*)	CA1199
*ieSi57*	(*72*)	CA1200
*ieSi61*	(*72*)	CA1209
*reSi7*	(*103*)	DV3805
*ot853; ieSi38*	This study	OH17836
*ot853; ieSi57*	(*48*)	OH14345
*ot853; ieSi61*	(*48*)	OH17003
*ot853; reSi7*	This study	OH17835

### Recurrent L1 starvation paradigm

Eggs were harvested from well-fed and clean hermaphrodites at day 1 of adulthood by egg prep: Adult hermaphrodites were exposed to bleach solution [0.5 M NaOH in 1.5% bleach (Clorox) in H_2_O] for 5 min under vigorous shaking. Bleached eggs were washed four times with M9. Eggs were plated at around 500 eggs per plate on 6-cm NGM plates with food (control) or without food (starved L1). Starved animals were starved on the same plate for a period of 6 days, after which they were fed with OP50. Three days after reexposure to food, L1-starved, adult hermaphrodites were exposed to bleach solution and harvested eggs were again plated on NGM plates without food. This form of starvation was repeated for five consecutive generations total (P0-F4^L1starved^). After five generations of L1 starvation, eggs from day 1 adult hermaphrodites were harvested by egg prep and plated on NGM plates with food (F4^L1starved^ + 1^fed^). Once F4^L1starved^ + 1^fed^ animals reached day 1 of adulthood, eggs were harvested by egg prep and plated on NGM plates with food. Last, eggs from F4^L1starved^ + 2^fed^ animals were harvested and plated on NGM plates with or without food, depending on the experiment (F4^L1starved^ + 3^fed^). Control animals were maintained under well-fed conditions at all times, and at day 1 of adulthood, eggs were harvested by egg prep and plated on NGM plates with food until ancestrally starved animals reached F4^L1starved^ + 2^fed^. For final experiments, eggs from control and ancestrally starved animals were harvested at the same time. For each generation, eggs were plated on at least eight plates per condition. Each plate on which animals were accidentally exposed to starvation outside of planned L1 starvation, or any plates with contaminated were discarded.

### Single-worm tracking analysis

Automated single-worm tracking analysis was performed using the WormTracker 2.0 system (*56*) on control and F4^L1starved^ + 3^fed^ animals. For tracking on food, 12 μl of OP50 was added to the center of a 6-cm NGM plate and allowed to dry for 30 min. One L4 animal was transferred from a well-fed plate onto the food patch and was immediately tracked for 5 min. The same animal was tracked a second time for 5 min, 30 min after initial transfer. For tracking off food, one L4 animal was transferred from a well-fed plate onto an NGM plate without food, let move around for 1 min (to remove most of the food attached to body), and then transferred onto 5-cm tracking plate without food and tracked for 5 min. The same animal was tracked a second time for 5 min, 30 min after initial transfer on the same plate without food. Tracking of control and ancestrally starved animals was performed on the same day with *n* = 10 animals per group per day and condition. Order of tracked animals was randomized between groups each day. Once animals moved to the edge of the plate, the tracker automatically stopped tracking and animals had to be excluded from analysis. We performed two independent biological replicates with *n* = 10 animals as pilot experiments to identify potentially altered behavior on and off food using the accompanying tracking analysis software. For subsequent, additional analyses of three independent biological replicates with *n* = 10 per group and replicate on food and *n* = 15 per group and replicate off food, we only focused on features previously identified in pilot experiments. Only path range was consistently altered between control and ancestrally starved animals under fed conditions in pilot and final experiments. Statistical analysis [one-way analysis of variance (ANOVA) with post hoc Tukey] was performed on combined data from three independent biological replicates.

### Exploratory behavior

To measure exploratory behavior, we used an exploratory assay as previously described (*84*). Briefly, 35-mm NGM plates were fully covered with OP50 and allowed to dry for 2 to 3 days. One young L4 animal was transferred to each plate. After 16 hours, the plates were superimposed on a grid containing 3.5-mm squares, and the number of squares entered (maximum of 88) by each worm was manually counted. Ancestrally starved animals were always compared with control animals assayed in parallel. For each assay, 15 to 20 animals per group and replicate were analyzed. Statistical significance was determined using unpaired Student’s *t* test or, when more than two groups were analyzed, one-way ANOVA with post hoc Tukey’s.

### Life span assay

To determine differences in life span in F4^L1starved^ + 3^fed^ animals, 10 × 10 L4 animals were picked onto 6-cm NGM plates with OP50. The animals were transferred every other day until day 10 of adulthood. The animals were scored [dead/alive/censored(=bagged/missing/plate contaminated)] every other day until all animals were deceased. Animals were censored when lost or bagging occurred. The experiment was repeated for three independent biological replicates. To determine differences in life span in P0^L1starved^ + 3^fed^ animals, experiments were performed as described above, except that the first biological replicate was started with 5 × 10 L4 animals, and the second biological replicate was started with 10 × 10 L4 animals. Statistical significance was determined with Gehan-Breslow-Wilcoxon test in GraphPad Prism. Biological replicates are displayed in one graph.

### Oxidative stress assay

Oxidative stress resistance was measured at day 2 of adulthood using the herbicide paraquat (methyl viologen dichloride hydrate, Sigma-Aldrich 856177) as previously described (*92*) with slight modifications. For each group, 10 to 12 well-fed animals were transferred per well to a total of 8 or 12 wells containing 70 μl of paraquat solution in M9 [100 mM for experiments using only N2 wild-type animals, 80 mM for experiments using N2 and *daf-16(mu86)* animals, as well as for all AID/TIR1 experiments, and 120 mM using *daf-2(e1370)* animals]. Death of each animal was scored every hour over 8 hours. Each condition was tested at least two independent times. Data from independent replicates were combined for final figure and statistical analysis (log-rank Mantel-Cox test).

### Measurement of intracellular ROS

ROS levels were determined in L1-fed animals using 2′,7′-dichlorodihydrofluorescein diacetate (H_2_DCFDA; Sigma-Aldrich, D6883) as previously described (*93*). Briefly, eggs from control and ancestrally starved (F4^L1starved^ and F4^L1starved + 2fed^) were harvested by egg prep (see starvation paradigm) and placed on NGM plates with or without OP50. Twelve hours after egg prep, worms were collected, washed five times with M9, and diluted in M9 to reach a final concentration of 50 animals/10 μl. Ten microliters of worm suspension was added to 40 μl of M9 in 16 wells per group of a 96-well plate. Fifty microliters of 50 μM H_2_DCFDA was added per well, and fluorescence intensity was measured at an excitation wavelength of 490 nm and an emission wavelength of 530 nm after 0, 60, 120, 180, and 240 min. The 96-well plate was protected from light throughout the experiment. Blank-subtracted raw data of ancestrally starved were normalized to those in control animals at each time point, and the average difference between 60, 120, 180, and 240 min was calculated and used for statistical analysis (unpaired Student’s *t* test). After 240 min, each well was inspected and values from wells that contained any kind of debris were excluded from analysis.

### Transcriptome analysis

Transcriptome analysis of ancestrally starved animals (F4^L1starved^ + 3^fed^) was performed on ~10,000 L1 animals per replicate on three independent replicates. L1 control and ancestrally starved animals were collected from NGM plates with food 14 hours and without food 18 hours after egg prep. Animals were washed 4× with M9 and centrifuged at 500*g* for 2 min. After the last wash, 200 μl of TRIzol (Invitrogen) was added to each worm pellet. Worm pellets were homogenized for 30 s using an automated pestle and then placed on dry ice for 5 min. After a total of four rounds of homogenization and freezing, homogenized worms were stored at −80°C until further use. For RNA isolation, additional 600 μl of TRIzol (Thermo Fisher Scientific, 15596026) was added to homogenized worms and warmed up to room temperature. After the addition of 160 μl of chloroform and 5 min of vortexing, tubes were centrifuged for 15 min at 4°C and maximum speed. The upper layer was transferred to a fresh tube, mixed 1:1 with 70% EtOH, and then transferred to RNeasy MinElute spin columns (Qiagen). RNA extraction was performed according to RNeasy MinElute protocol. High-quality RNA was used for library preparation (NuGEN Ovation Universal RNA-Seq) with custom InDA-C primers for *C. elegans*. Libraries were sequenced using NextSeq 500 sequencing machines with 75–base pair single-end reads (Illumina). After the initial quality check, the reads were mapped to WS220 using the Subread package (*94*) and assigned to genes using featurecounts (*95*). Differential gene expression analysis was performed using DESeq2 (*96*). Heatmaps and volcano plots were generated using R packages heatmap3 and ggplot2 (*97*, *98*). 

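The tables of target genes carry values of the earlier mutant studies beside those of this study. Data S9 holds 337 genes for TGF-β signaling: the log2 column is above 0 in 278 genes and the mutant's expression is below wild type in 278, so that the column reads as wild type over mutant. Data S10 holds 148 genes for serotonin and data S11 147 genes for AMPK, in which *glrx-21* is listed more than once. These tables hold only targets that also differed between fertile and control adults, which is why no enrichment can be tested from them.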

Downstream target genes of signaling pathways regulating metabolism were identified from previously published studies (*65*–*68*). Enrichment analyses were performed with tools available on wormbase.org (*99*, *100*).

Samples for transcriptome analysis of control, fertile F4^L1starved^ and sterile F4^L1starved^ were collected as follows: For F4^L1starved^ animals, around 1000 L4 animals (at this stage, adult fertility is not obvious) were transferred to a fresh NGM plate with food. After 24 hours, 100 adult hermaphrodites with >5 eggs (fertile F4^L1starved^ sample) and 100 adult hermaphrodites without eggs (sterile F4^L1starved^ sample) were collected. Simultaneously, 100 day 1 adult control animals with >5 eggs were collected. RNA isolation, library preparation, sequencing, and analysis were performed as described above. 

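The normalized counts of both experiments are the values used here. For every library 100.0% of values above 0 were a whole number of steps to within 0.1 read, so the values are reads divided by 1 factor per library, with no other correction. Of the rows used, 22918 L1 genes and 17545 adult genes had an identifier found in the name table.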

Normalized counts from all samples and for all transcripts can be found in data S1 and S6.

### Brood size quantification

For determination of brood size, 16 animals per group for each replicate were singled at the L4 larval stage and transferred daily until egg-laying ceased. Viable progeny was counted 72 hours after eggs were laid. Ancestrally starved animals were always compared with control animals assayed in parallel. Data were obtained from two independent biological replicates. Statistical significance was determined using Mann-Whitney *U* test or, when more than two groups were analyzed, one-way ANOVA with post hoc Tukey’s.

### Imaging/microscopy

Worms were anesthetized using 50 mM sodium azide and mounted on 5% agarose on glass slides. All images were acquired using a Zeiss confocal microscope (LSM880). Image reconstructions were performed using Zen software tools. Maximum intensity projections of representative images are shown. Scale bars are 15 μm.

### Quantification of nuclear accumulation of DAF-16::mNG in germline

To determine subcellular localization of DAF-16 in the germline of early life starved animals, control and fertile as well as sterile F4^L1starved^ animals at day 1 of adulthood were imaged at 40× using a Zeiss confocal microscope (LSM880) as described above under well-fed conditions. All images from one slide were acquired within a 10-min period, although we did not notice a change in DAF-16 localization in the germline even after longer periods of exposure to sodium azide. Images were scored as “cytoplasmic” or “nuclear” depending on localization of fluorescent signal in the mitotic germline of each animal. Data were obtained from four independent biological replicates with *n* = 10 per replicate. Moreover, acutely starved (>2 hours) control animals at day 1 of adulthood were imaged to demonstrate unique and distinct nuclear accumulation of DAF-16::mNG in the germline of early life starved but currently fed F4^L1starved^ animals compared to acutely starved, control animals (fig. S4B).

### Spatiotemporal DAF-16/FoxO depletion using AID/TIR1 system

For spatiotemporal depletion of DAF-16/FoxO, 6-cm NGM plates containing 4 mM water-soluble auxin solution (naphthaleneacetic acid, K-NAA; Phytotechlab N610) were prepared at least 2 days, but a maximum of 4 days before beginning of each experiment. All plates from auxin experiments were kept in the dark. For DAF-16/FoxO depletion during acute L1 starvation, eggs were directly plated onto NGM plates containing 4 mM auxin without food. The animals were maintained on the same plate until the end of starvation, after which they were washed 3× in M9 and transferred to NGM plates with OP50 bacteria. For DAF-16/FoxO depletion during the recovery phase, L1-starved animals (starvation on NGM plate without food) were transferred onto NGM plates containing 4 mM auxin and OP50 bacteria. We used water-soluble auxin (*101*) to avoid side effects from ethanol, which can act as a carbon source during starvation (*102*). For continuous DAF-16/FoxO depletion, eggs were plated onto NGM plates with auxin without food for the duration of starvation and subsequently transferred to NGM plates with 4 mM auxin and OP50 bacteria. The conditional *daf-16* allele (*daf-16/FoxO::mNG; ot853*) (*48*) was crossed with germline-specific (*ieSi38*), pansomatic (*ieSi57*), intestinal (*ieSi61*) (*72*), or panneuronal (*reSi7*) (*103*) TIR1-expressing transgenic lines. We observed robust and specific green fluorescent protein depletion upon auxin exposure (fig. S5) for all TIR1-expressing strains. As controls, animals expressing the *daf-16/FoxO::mNG* allele but without TIR1 expression were exposed to auxin during the same time period and were included for comparison. For each biological replicate and all experiments, all groups of one TIR1 line (and respective no TIR1 controls) were assayed at the same time. To increase clarity in presentation of data, not all groups that were assayed at the same time are presented in one graph, but rather separated according to time of auxin exposure.

### Statistical analyses

All statistical analyses were performed in GraphPad Prism, except for differential gene expression analysis and enrichment analyses, which were performed in RStudio. Statistical analyses performed for each experiment are described in the figure legends.

## Notes

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: Starvation-induced changes in somatic insulin/IGF-1R signaling drive metabolic programming across generations
**Source:** Sci Adv. 2023 Apr 7;9(14):eade1817. doi: 10.1126/sciadv.ade1817
**Supplement:** Supplementary file 1 — Figs. S1 to S7 Legends for data S1 to S12

Supplementary Materials for
**Starvation-induced changes in somatic insulin/IGF-1R signaling drive
metabolic programming across generations**

Merly C. Vogt *et al.*

Sci. Adv. **9**, eade1817 (2023)
DOI: 10.1126/sciadv.ade1817

The PDF file includes:

Figs. S1 to S7
Legends for data S1 to S12

Other Supplementary Material for this manuscript includes the following:

Data S1 to S12

Supplementary Figure 1

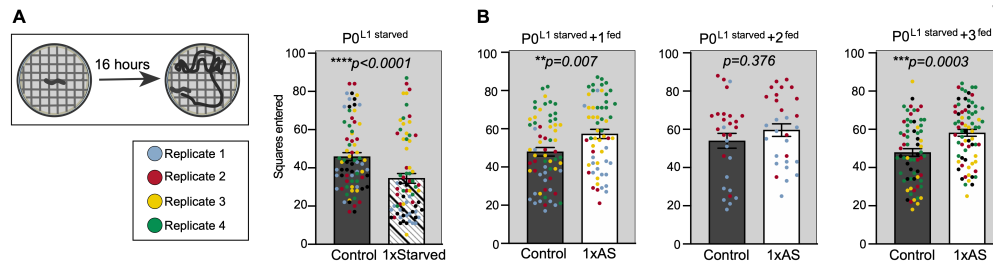

Fig. S1. Inter- and transgenerational increase in exploration can be observed after one round of ancestral starvation, related to Fig. 1

- (A) Schematic overview of exploratory behavior assay. (B) Exploratory behavior was assessed over a 16h period starting with animals at the young L4 stage. Data was obtained from 2-4 independent biological replicates (indicated by different colors of each data point) with $n=15-20$ animals/replicate. Data is presented as mean $\pm$ SEM. Significance was determined by Mann Whitney U test.

Supplementary Figure 2

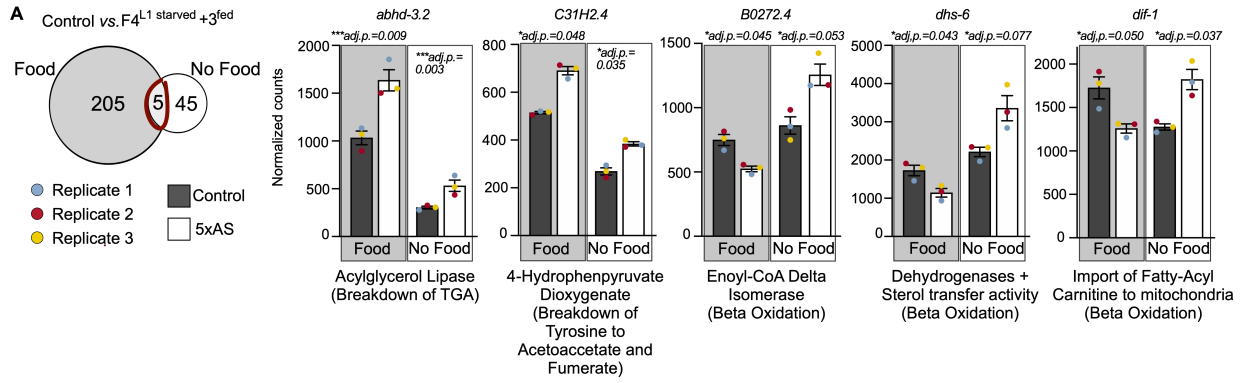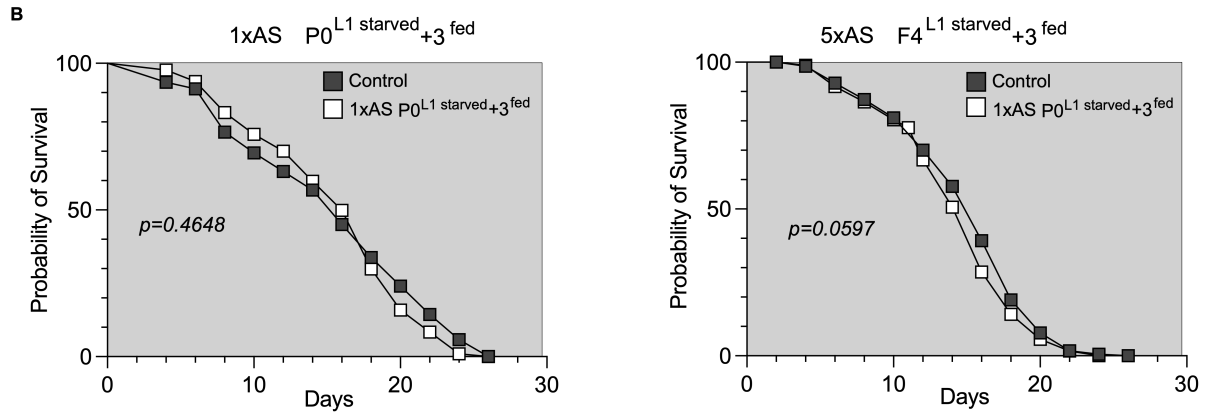

Fig. S2, Early life starvation results in differential expression of genes involved in lipid metabolism transgenerationally, but does not increase lifespan, related to Fig. 2

(A) Transcriptome analysis was performed across 3 independent biological replicates with ~10,000 L1 animals/replicate. 

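The 12 L1 libraries separated first by food, along a first principal component that held 67.0% of the variance. One library with food (control replicate 1) and one without food (F4 L1starved + 3 fed replicate 1) stood apart from the rest of their groups on the next 2 components, which held 7.7% and 5.4%. With both left out, an alternative chosen after seeing the data, limma called 6 genes with food and 0 without food. *cpt-1* and *fipr-22* were among these 6. The effects of ancestry with food and without food had a Pearson correlation of 0.19 (Spearman 0.247) across the 15902 genes, with a jackknife standard error of 0.095 over libraries; genes are not independent replicates. Among genes with a mean normalized count of at least 50 the Pearson correlation was 0.301.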

Samples were collected under fed and starved conditions. Adjusted p-values were determined by Wald test with subsequent Benjamini and Hochberg correction using the DESeq2 package (97). **(B)** In our hands, early life starvation does not increase lifespan transgenerationally in either $P0^{L1starved+3^{fed}}$ (n control= 139; n 1xAS=130; data combined from two independent biological replicates) or $F4^{L1starved+3^{fed}}$ (n Control=381; n 5xAS=399; data combined from four independent biological replicates) as previously reported (42, 43).

Supplementary Figure 3

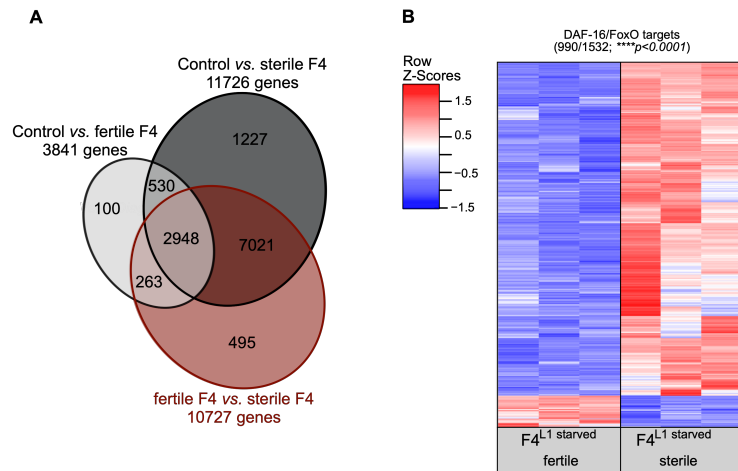

Fig. S3, L1 starvation affects fertility and transcriptome of individuals within a population to different extents, related to Fig. 4

(A) Transcriptome analysis was performed across 3 independent biological replicates with ~100 manually picked animals/group at day 1 of adulthood under fed conditions. 

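The germline set sterile F4 L1starved adults apart from control adults. Of 39 spermatogenesis genes 38 rose and none fell in sterile animals (median log2 fold change 5.68), and all 29 major sperm proteins rose (median 5.92), with the sperm phosphatase gene *gsp-3* at 7.57 (SE 0.52, adjusted p = 3.03e-07). Of 26 oocyte and eggshell genes 24 fell and 1 rose (median -2.73), with *nos-2* at -3.51 (SE 0.21, adjusted p = 1.96e-07), and of 31 early zygotic genes 24 fell and 5 rose (median -3.26). Among DAF-16 activated genes, *fat-5* had 1356 ± 147 (SD, n = 3) normalized counts against 275 ± 24.1 in control animals and *sod-3* rose by 2.03 (SE 0.39, adjusted p = 0.000404); 16 of 24 rose and 2 fell (median 1.59; camera adjusted p = 0.00272; adjusted p = 0.285 with an estimated correlation). The camera adjusted p was 1.11e-09 for spermatogenesis genes, 1.25e-08 for major sperm proteins, 1.65e-06 for oocyte genes and 0.00291 for early zygotic genes, and with an estimated correlation 0.285, 0.342, 0.342 and 0.336. Not passing with an estimated correlation does not show a list to be unchanged, since 38 of 39 spermatogenesis genes rose by limma. The early zygotic genes did not pass at a mean count of at least 50 (adjusted p = 0.0734). In all, 11139 genes changed in sterile animals against control, 5537 higher and 5602 lower by limma, and 61.8% of 11410 genes were higher with upper-quartile scaling. Of the genes changed in fertile animals, 1098 rose and 1497 fell in both groups, 47 rose in fertile and fell in sterile animals and 17 did the reverse; both comparisons share the control libraries, so these calls are not independent.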

Animals were separated into fertile and sterile F4^{L1starved}. 

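Stores and metabolism differed between sterile F4 L1starved and fertile F4 L1starved adults. All 6 vitellogenins, the yolk proteins, rose in sterile animals (median log2 fold change 1.195), with *vit-3* at 1.29 (SE 0.16, adjusted p = 2.23e-05). Of 22 genes of fatty acid synthesis 20 rose and 1 fell (median 0.96), with *fat-5* at 1.81 (SE 0.14, adjusted p = 3.16e-06), and of 18 genes of the glyoxylate cycle, gluconeogenesis and trehalose 16 rose (median 1.05), with *pck-1*, the entry enzyme of gluconeogenesis, at 1.46 (SE 0.13, adjusted p = 5.03e-06). Of 45 genes of β-oxidation and lipolysis 30 rose and 7 fell (median 0.72), and of 57 UDP-glucuronosyltransferases 45 rose and 1 fell (median 1.15), with *ugt-66* at 3.62 (SE 0.26, adjusted p = 3.15e-06). Neuropeptides rose, 53 of 77 with none lower (median 1.05), and *acp-6*, an acid phosphatase, had 21969 ± 2013 (SD, n = 3) against 6132 ± 442 normalized counts. Molting genes went the other way, 13 of 20 lower and 4 higher (median -2.22, camera adjusted p = 0.0502; 0.504 with an estimated correlation), with *dpy-10*, a cuticle collagen, at -3.24 (SE 0.24, adjusted p = 3.16e-06). Of 16 insulin pathway genes 10 fell and 4 rose (median -0.67, adjusted p = 0.0541; 0.372 with an estimated correlation), with *akt-1* at -0.63 (SE 0.10, adjusted p = 0.000125) and *akt-2* at 1.42 (SE 0.21, adjusted p = 8.8e-05). With the replicate number as a block, the molting list passed (adjusted p = 0.034), as in 14 other alternatives (0.0239 to 0.0459), but not with the block and only the fertile and sterile libraries. In that fit the insulin pathway list passed (adjusted p = 0.0416), as in 5 other alternatives (0.0262 to 0.0492), but not with the block and all libraries. The camera adjusted p was 0.00485 for vitellogenins, 2.51e-05 for fatty acid synthesis, 1.57e-05 for the glyoxylate list, 0.000671 for β-oxidation, 1.31e-07 for UDP-glucuronosyltransferases and 8.19e-07 for neuropeptides, and none held with an estimated correlation (adjusted p = 0.303, 0.153, 0.153, 0.153, 0.153 and 0.153). Muscle and intestine genes rose in the same comparison by similar medians, 29 of 30 with none lower (1.11, adjusted p = 2.25e-09; 0.25 with an estimated correlation) and 22 of 32 with none lower (0.81, adjusted p = 2.82e-05; 0.303 with an estimated correlation). The vit genes are near-identical, and reads could be shared among them.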

Differential gene expression between control, fertile and sterile F4^{L1starved} animals and overlap between groups is displayed as Venn-Diagram (not drawn to scale). **(B)** Downstream DAF-16/FoxO target genes that showed an overall relative upregulation in fertile F4^{L1starved} animals compared to control animals (Fig. 3B), showed an even further upregulation in sterile F4^{L1starved} compared to fertile F4^{L1starved} animals. Values in heatmap were z-scored normalized and plotted using heatmap3 in RStudio. Each row represents a single gene and each column represents a single RNA-seq replicate. Blue=relative downregulation, red=relative upregulation in sterile F4^{L1starved} animals. Adjusted p-values were determined by Wald test with subsequent Benjamini and Hochberg correction using the DESeq2 package (97). Significant enrichment was determined by hypergeometric distribution.

Supplementary Figure 4

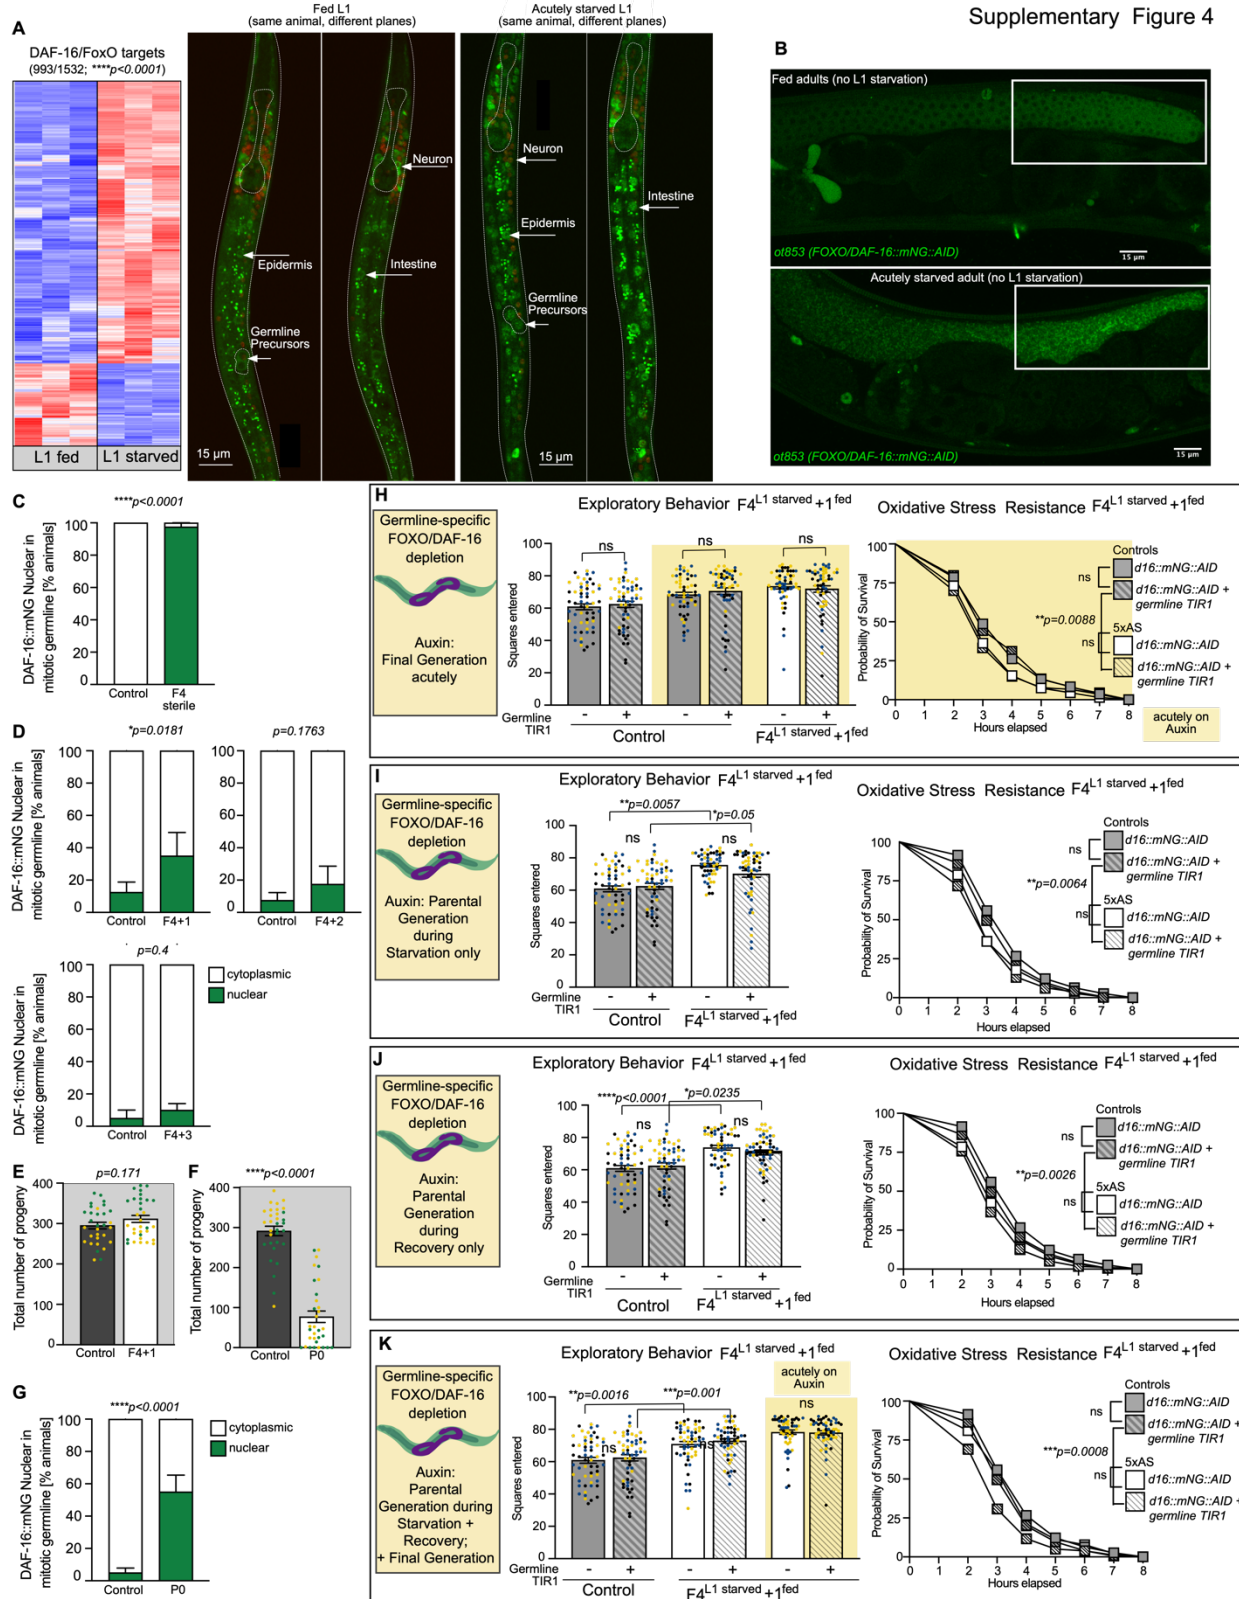

Fig. S4, DAF-16/FoxO does not act directly in the germline to mediate metabolic programming across generations, related to Fig. 5

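Class 1 genes also rose without food in F4 L1starved + 3 fed L1 animals, 517 of the 934 genes of data S12 with 134 lower (median log2 fold change 0.40; camera adjusted p = 3.14e-10; 0.00195 with an estimated correlation). Of 25 DAF-16 activated genes 17 rose and 3 fell (median 1.43, adjusted p = 1.02e-05; adjusted p = 0.308 with an estimated correlation). Genes of energy stores rose as groups in these animals: 28 of 45 genes of β-oxidation and lipolysis with 13 lower (median 0.53, adjusted p = 0.00844), 20 of 30 autophagy genes with 2 lower (median 0.53, adjusted p = 0.000281) and 11 of 17 genes of the glyoxylate list with 1 lower (median 0.65, adjusted p = 0.00233). None of these held with an estimated correlation (adjusted p = 0.625, 0.37 and 0.37). In control animals the same lists had medians of 0.14, 0.29 and 0.28. The class 1 genes of data S8 rose in control animals without food, 148 of 291 with 55 lower (median 0.36, camera adjusted p = 1.18e-05; 0.0565 with an estimated correlation). Without food, 9146 genes changed in F4 L1starved + 3 fed animals, 4313 higher and 4833 lower.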

(A) Acute starvation in control animals results in overall upregulation of class 1 IIS downstream target genes. Values of differentially expressed genes ($adj.p < 0.1$) between fed and starved L1 control animals were z-score normalized and plotted using heatmap3 using RStudio. Each row represents a single gene and each column represents a single RNA-Seq replicate. Blue=relative downregulation, red=relative upregulation in starved L1 animals. Imaging of fed and acutely starved L1 animals with an endogenously-tagged mNeonGreen DAF-16/FoxO allele (*ot853*) confirms nuclear accumulation, and thus activation, of DAF-16/FoxO::mNeonGreen across the animal, including germline precursor cells, epidermis, neurons and intestines upon starvation. Scale bar = 15 μ m. **(B)** DAF-16/FoxO::mNG also localizes (peri)nuclearly in the mitotic germline upon acute starvation in control fed adult animals. However, the severity and subcellular distribution of DAF-16/FoxO::mNG is different in acutely starved adult compared to L1 starved, currently fed adult animals. Scale bar = 15 μ m. **(C)** Nearly 100% of adult fed sterile $F4^{L1starved}$ animals display nuclear accumulation of DAF-16/FoxO::mNG in mitotic germline. **(D)** Relative nuclear accumulation of DAF-16/FoxO::mNG in mitotic germline is still significantly increased in immediate progeny, but lost in subsequent descendants of $F4^{L1starved}$. Data was collected from n=10 animals/group and 3 biological replicates and is presented as mean $\pm$ SEM. Significance was determined by Chi-square test. Color indicates sub-cellular localization of DAF-16/FoxO in mitotic germline: White=cytoplasm; Green= Nucleus. Control and ancestrally starved animals were imaged in presence of acute auxin unlike animals displayed in Fig. 4A and S4B, which could explain slight increase in nuclear accumulation in mitotic germline even in control animals. **(E)** Impaired fertility of $F4^{L1starved}$ is not mediated across generations to $F4^{L1starved} + 1^{fed}$ animals. **(F)** One round of L1 starvation is sufficient to impair fertility later in life. Data is displayed as mean $\pm$ SEM and was collected from n=16/group across two biological replicates. Significance was determined by Mann Whitney U test. **(G)** One round of L1 starvation is sufficient to induce DAF-16/FoxO nuclear accumulation in mitotic germline in adult animals. Data was collected from n=10 animals/group and 3 biological replicates and is presented as mean $\pm$ SEM. Significance was determined by Chi-square test. **(H-K)** Results for exploratory behavior and oxidative stress resistance in $F4^{L1starved} + 1^{fed}$ upon auxin-induced DAF-16/FoxO depletion specifically in the germline and only during indicated generation and time-points (same outline as displayed in Fig. 5C-5F for $F4^{L1starved} + 3^{fed}$). Data for exploratory behavior was collected from n=20/group across 3 biological replicates per condition and displayed as mean $\pm$ SEM. Statistical significance was determined using One Way ANOVA with posthoc Tukey. For oxidative stress resistance, the combined data of 3 independent biological replicates per group and condition with n=70-103/replicate is displayed. Statistical significance was determined by Log-rank (Mantel-Cox test).

Supplementary Figure 5

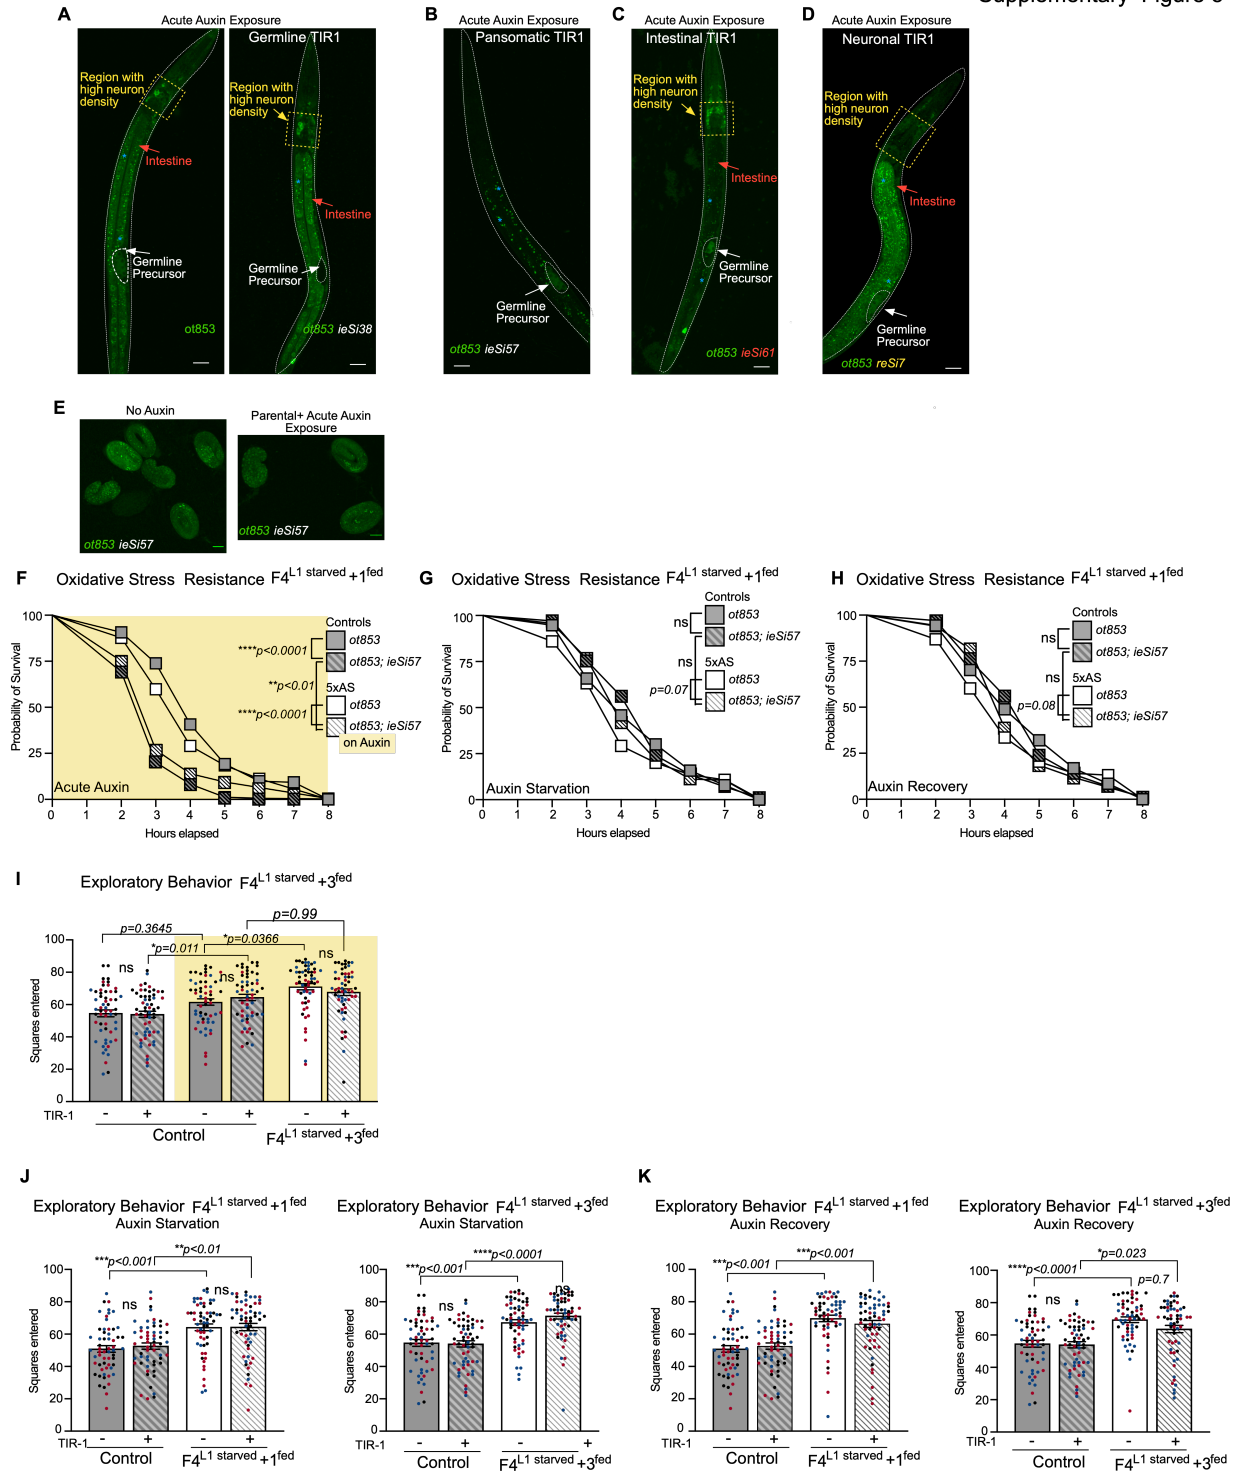

Fig. S5, Starvation-induced increase of DAF-16/FoxO activity in somatic tissues causes metabolic programming across generation, related to Fig. 6

(A-D) AID/TIR1 system efficiently and specifically depletes DAF-16/FoxO::mNG::AID from tissues of interest. DAF-16/FoxO::mNG::AID is efficiently depleted from **(A)** germline precursor cells in animals expressing TIR1 under the control of a germline-specific promoter (*ot853; ieSi38*), **(B)** pan-somatically in animals expressing TIR1 under control of a pan-somatic promoter (*ot853; ieSi57*), **(C)** the intestine in animals expressing TIR1 under control of intestine-specific promoter (*ot853, ieSi61*), and **(D)** pan-neuronally in animals expressing TIR1 under the control of a panneuronal-specific promoter (*ot853; reSi7*) in the presence of auxin only. Scale bar = 15 μ m. Animals are imaged at L2 stage under fed conditions. **(E)** Auxin exposure does not efficiently deplete DAF-16/FoxO::mNG::AID in embryos in our paradigm. Displayed are embryos expressing DAF-16/FoxO::mNG::AID and pan-somatic TIR1 (*ot853; ieSi57*) at various stages in the absence or presence of auxin. Scale bar = 15 μ m. **F-H)** Results for oxidative stress resistance upon pan-somatic depletion of DAF-16/FoxO during distinct time points are displayed as combined data from three independent biological replicates with n=80-114/replicate are displayed. Statistical significance was determined by Log-rank (Mantel-Cox test). **(F)** Acute pan-somatic DAF-16/FoxO depletion decreased oxidative stress in control and F4^{L1starved + 1^{fed}} animals. **(G)** Pan-somatic DAF-16/FoxO depletion during L1 starvation in the parental generation reverted decreased oxidative stress resistance in F4^{L1starved + 1^{fed}} (*ot853; ieSi57* control vs *ot853; ieSi57* F4^{L1starved + 1^{fed}} animals not significant). **(H)** Pan-somatic DAF-16/FoxO depletion during recovery phase in the parental generation reverted decreased oxidative stress resistance in F4^{L1starved + 1^{fed}} (*ot853; ieSi57* control vs *ot853; ieSi57* F4^{L1starved + 1^{fed}} animals not significant). **(I)** Acute pan-somatic depletion of DAF-16/FoxO was insufficient to increase exploration in either control or ancestrally starved animals. **(J)** Pan-somatic DAF-16/FoxO depletion during L1 starvation or **(K)** recovery phase in parental generation does not revert increased exploratory behavior inter- (F4^{L1starved + 1^{fed}}) or transgenerationally (F4^{L1starved + 3^{fed}}). Data was obtained from n=20/group and 3 independent biological replicates and is displayed as mean $\pm$ SEM. Statistical significance was determined using One Way ANOVA with posthoc Tukey.

Supplementary Figure 6

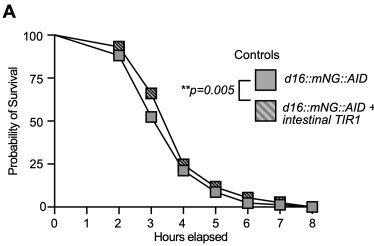

Fig. S6, Intestinal TIR1- and DAF-16/FoxO::mNG::AID expressing strain displays slight increase in oxidative stress resistance even in absence of auxin, related to Fig. 7

(A) Oxidative stress resistance is significantly increased in animals expressing DAF-16/FoxO::mNG::AID and intestine-specific TIR1 (*ot853;ieSi61*) compared to animals expressing DAF-16/FoxO::mNG::AID (*ot853*) animals even in the absence of auxin. Data is displayed as combined data from three independent biological replicates with n=80-100/replicate. Statistical significance was determined by Log-rank (Mantel-Cox test).

Supplementary Figure 7

A

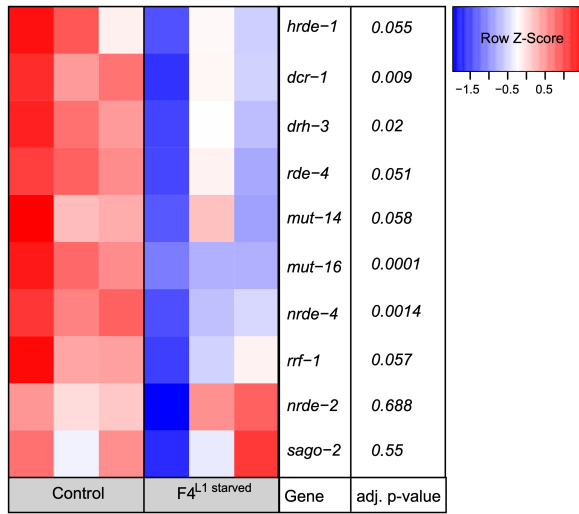

Fig. S7, A large subset of genes encoding for critical factors involved in the biogenesis and function of small RNAs are “class 2” downstream targets of IIS, related to Fig. 8

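Other factors of small RNA pathways were mixed in fertile F4 L1starved adults. Of 48 measured genes, 4 rose and 6 fell, with a median log2 fold change of -0.33 (limma's camera adjusted p = 0.00419; adjusted p = 0.623 with an estimated correlation), a call that was lost without fertile replicate 1 (adjusted p = 0.0777). Among the genes that rose are the sperm Argonautes *alg-3*, at 2.38 (SE 0.54, adjusted p = 0.0127), and *alg-4*; *alg-3* was lost without control replicate 1 (adjusted p = 0.0513). In sterile F4 L1starved adults 39 of the 48 fell and 4 rose (median -1.26, adjusted p = 1.12e-05; adjusted p = 0.347 with an estimated correlation), with *mut-2*, a nucleotidyltransferase, at -2.15 (SE 0.16, adjusted p = 4.22e-07). Of the 10 factors the paper names, *hrde-1*, the nuclear Argonaute of the germline, had 4109 ± 1180.0 (SD, n = 3) against 17037 ± 2164 normalized counts in control animals and *dcr-1* had -1.27 (SE 0.12, adjusted p = 1.86e-06). In fed F4 L1starved + 3 fed L1 animals these 10 factors had a median of 0.06 (adjusted p = 0.345), and none passed.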

(A) Transcriptome analysis between control and fertile F4^{L1starved} revealed that genes encoding for critical factors involved in biogenesis and function of small RNAs displayed relative downregulation in fertile F4^{L1starved} compared to control animals at day 1 of adulthood under fed conditions. Values of genes between fed and starved L1 control animals were z-score normalized and plotted using heatmap3 using RStudio. Each row represents a single gene and each column represents a single RNA-Seq replicate. Blue=relative downregulation, red=relative upregulation. Adjusted p-values were determined by Wald test with subsequent Benjamini and Hochberg correction using the DESeq2 package (97).

Data S1. (Separate file)

Data S1: Transcriptome Analysis Control vs F4+3 – All Genes and Conditions

Related to Fig. 2

Data S2: Significantly Expressed Genes Control vs F4+3 under fed conditions

Related to Fig. 2A, 2B

Data S3: Significantly Expressed Genes Control vs F4+3 under starved conditions

Related to Fig. 2A, 2B

Data S4: Enrichment Differentially Expressed Genes Control vs F4+3 Fed for class1 IIS genes

Related to Fig. 2E

Data S5: Enrichment Differentially Expressed Genes Control vs F4+3 Fed for class2 IIS genes

Related to Fig. 2E

Data S6: Transcriptome Analysis Parental Control vs F4 – All Genes and Groups

Related to Fig. 4

Data S7: Differentially expressed Genes Parental Control vs F4 fertile

Related to Fig. 4C

Data S8: Enrichment Analysis Parental Control vs F4 fertile– DAF16/FoxO class1

Related to Fig. 4D

Data S9: Enrichment Analysis Parental Control vs F4 fertile– TGFb

Related to Fig. 4D

Data S10: Enrichment Analysis Parental Control vs F4 fertile– 5HT_tph1mut

Related to Fig. 4D

Data S11: Enrichment Analysis Parental Control vs F4 fertile–

AMPK_aak2mutdown Related to Fig. 4D

Data S12: Enrichment Analysis F4 fertile vs F4 sterile – DAF16/FoxO class1

Related to Fig. S3

How the deposited data were processed for this re-analysis (not part of the article)

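RNA sequencing of whole *C. elegans* was analysed in 21 libraries of 7 groups, 3 libraries per group: L1 animals of control and F4 L1starved + 3 fed lines, each with and without food, and day 1 adults of control, fertile F4 L1starved and sterile F4 L1starved animals. The authors aligned reads to WS220 with Subread, counted them per gene with featureCounts and used DESeq2, without stating versions. As deposited, each table gives per library a signal per gene, the DESeq2-normalized count, and its mean over libraries. The deposited log2 fold changes are those the authors computed with DESeq2. The deposited p-values and adjusted p-values also come from the authors' DESeq2 tests. Gene names are those of the authors' tables. Names of the WBcel235 annotation served only to count the identifiers found there, and no coordinates were used. List members were matched by name, so a member that the authors' tables give under another name counts as not measured.

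Of the L1 table, 23184 of 23185 rows were used, and of the adult table 17720 of 17723; the rows left out held shifted or filled cells. Whole reads were recovered by dividing each library's values by its step, and 100.0% of values above 0 in every library came out whole within 0.1. For 8 libraries, 7 adult ones and replicate 2 of control L1 animals without food, no separate check of units covers this recovery, which bears on every result of edgeR and DESeq2 given here. The depth of each group is given where its experiment is introduced.

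The test of every comparison was limma 3.58.1 in R 4.3.3 (empirical Bayes with an intensity trend) on log2 of the normalized count plus 1, for genes with a mean normalized count of at least 10, with all groups of an experiment in 1 fit and Benjamini-Hochberg adjustment over the genes tested. The adjusted p threshold was 0.1 for L1 animals and 0.05 for adults. Every adjusted p of a gene is from limma unless another tool is named. Comparisons were F4 L1starved + 3 fed against control with food, the same without food, the difference of these effects, no food against food in control and in F4 L1starved + 3 fed animals, fertile against control, sterile against control, and sterile against fertile adults. The calling rate was tested on simulated data, in which limma made 123 calls of which 10 were false for L1 animals with food and 105 calls of which 5 were false for fertile adults. DESeq2 made 146 calls of which 25 were false and 133 calls of which 16 were false on such data, shares above its thresholds. Each gene was drawn independently of the others, in 1 run per experiment, so these rates may not hold for the real libraries.

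Groups of genes were tested with camera of limma, with a preset correlation of 0.01 between genes and, beside it, with a correlation estimated from the data; adjusted p is over the lists with at least 3 measured members, 35 of 37 in each experiment, at a threshold of 0.05. Adjusted p of a list is from camera of limma throughout. The 37 lists were fixed before the data were examined. The list of 10 small RNA factors was taken from the paper, which describes some of them as lower in these fertile adults, so it is not independent evidence there, and 4 genes of the β-oxidation list are among the 5 lipid genes that the study picked. The other lists were written from general knowledge: insulin signaling, insulin-like peptides, DAF-16 activated and repressed genes, dauer TGF-β and steroid signaling, serotonin, AMPK, lipid and carbohydrate metabolism, autophagy, detoxification, defense, stress, tissue, germline, growth, mitochondrial and other small RNA lists. The DNA replication and cell division list holds all numbered histone genes, which make up most of its members, beside replication and cell cycle genes. Camera tests a list against all other genes. The estimated correlation rests on 3 libraries per group, so a list that does not pass with it is not shown to be unchanged. "Adjusted over the list alone" means Benjamini-Hochberg adjustment over the list's genes. Gene tables of the paper (data S2 to S5 and S8 to S12) were tested as lists too. Their adjusted p is over those tables that the study did not choose on the comparison at hand (6 in each L1 comparison and for fertile adults, 10 for sterile adults, 8 for sterile against fertile adults), a family set after the data were seen. Data S1, S6 and S7 are held only in part and were not used here.

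Genes were named by a fixed rule: every gene the paper names for a comparison, the 5 highest and 5 lowest log2 fold changes among genes past the threshold with a mean of at least 50 and groups that do not overlap, up to 4 genes past the threshold with the smallest p from each fixed list and from data S4, S5 and S8 to S11, and *daf-2*, *daf-16*, *akt-1*, *akt-2*, *sod-3* and *mtl-1* always. Some values in the paper's tables had been looked at before the rule was set. Genes named outside the rule are said to be chosen after their values were seen.

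Alternatives were a pseudocount of 5 or 0.5, no filter on low values, a mean of at least 50, upper-quartile and TMM scaling, a fit of only the groups compared, robust gene variances, the replicate number as a block, leaving out each library, another adjusted p threshold, edgeR 4.0.16 with and without the block, DESeq2 1.42.0, and the authors' p-values over the genes kept. Adult fertile and sterile libraries with the same number correlate best with each other in 6 of 6 cases (0.175 to 0.384), as the methods' collection of both from the same cultures leads to; with the number as a block the sterile against fertile count was 10552 in place of 10519 (10354 with only these 2 groups). Control and fertile libraries (-0.29 to -0.049) and control and sterile libraries (-0.089 to 0.028) showed no such correlation. The methods collect control adults at the same time as F4 adults, and 3 libraries per group cannot exclude a pairing. With the block, the count was 2985 in place of 2936 in fertile against control and 11187 in place of 11139 in sterile against control adults.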

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

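Tests of other splits of the libraries, of a younger age of fertile adults and of molting and spermatogenesis genes against muscle genes were chosen only after the result was seen.

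The effect of starved ancestry differed between food and no food for 9 fixed lists by camera, although no single gene passed (limma, 636 genes at an unadjusted p under 0.05; 0 by edgeR, 17 by DESeq2). β-oxidation and lipolysis genes were lower with food relative to no food (median difference -0.43 on the log2 scale, 38 of 45 genes below 0, adjusted p = 1.16e-18), as were autophagy (-0.22, adjusted p = 1.73e-06), glyoxylate, gluconeogenesis and trehalose (-0.28, adjusted p = 9.12e-06), DAF-16 activated genes (-0.31, adjusted p = 0.000218), DNA replication (-0.14, adjusted p = 0.00497), antimicrobial effectors (-0.15, adjusted p = 0.0104) and intestine genes (-0.06, adjusted p = 0.0245). Serotonin signaling (0.16, adjusted p = 0.0121) and glutathione transferases (0.14, adjusted p = 0.0122) were higher. With an estimated correlation none of the 9 held, with adjusted p from 0.185 (β-oxidation) to 0.777 (DNA replication).

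Single libraries ended some of these calls: DNA replication was lost without control replicate 1 with food (0.615), control replicate 3 without food (0.0538) or F4 L1starved + 3 fed replicate 2 without food (0.19), and serotonin signaling without control replicate 1 (0.0525) or F4 L1starved + 3 fed replicate 1 (0.11), both without food; intestine genes, antimicrobial effectors and glutathione transferases were lost in several cases. In joint splits of the libraries, 53 of 100 gave at least 9 lists (18 at most among others), so chance is not excluded for the number of lists. For single genes, the real count of 0 is reached by every split (100 of 100), which says nothing on chance. Another split called 43 genes. That split puts control replicate 1 with food and F4 L1starved + 3 fed replicate 1 without food, which stand apart from their groups on principal components 2 and 3, in 1 group. Of the 99 other splits, 49 do so, with a median of 0 genes, and the 50 that part these libraries called at most 2 genes. The source of the 43 calls was not found.

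Without food, C-type lectins were higher in F4 L1starved + 3 fed animals (adjusted p = 0.0122 with an estimated correlation), a list and a direction that the paper does not discuss.

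Lower class 1 genes with food, among the findings from which the paper proposes higher IIS activity as a possibility, were set against 2 technical explanations. If control animals had been further from the fed state at collection, the effect of ancestry would run against that of acute starvation. The correlation across genes was -0.03. Both comparisons share the control libraries with food, through which simulated libraries without any change gave 0.500, so the test cannot tell. The covariance was -0.00991, against 0.0463 in these simulated libraries. It lay below the simulated value, the side that this explanation predicts, but its spread over libraries was not measured, so the explanation stays open. A difference in developmental age would move molting, collagen or DNA replication genes; the lowest camera p of these lists was 0.122, which excludes nothing, and without control replicate 2 with food the molting, collagen and DNA replication lists passed (adjusted p = 0.00856, 0.0108 and 0.00856). For the class 1 genes of data S12, 1 of 10 splits gave a camera p as low as the real 0.000704, with 0.000876 as the lowest of the others; 10 splits are too few for a share under 0.05. A lasting effect of ancestral starvation stays open and was not separately tested.

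The changes of fertile F4 L1starved against control adults were set against a lower share of germline, oocytes and embryos and against a younger age. A lower share raises pan-neuronal, muscle and intestine genes alike, and these lists lay at most 1.67 standard errors apart, so it may account for part of the change. It does not predict the higher molting and spermatogenesis genes, with mean log2 fold changes of 1.39 and 0.99 against 0.15 for muscle genes. These means lay at least 5.2 standard errors above that of muscle genes. All these standard errors are over the genes of a list, which are not independent replicates, so they do not measure the spread of libraries. A younger age needs higher molting, collagen and spermatogenesis genes and lower oocyte genes, and 4 of 4 lists moved so; this was seen before the test was set, so age and early life starvation cannot be told apart for these lists. Sterile animals, collected from the same cultures at the same time, carried no eggs. Their molting list did not share the rise against control, while the collagen, spermatogenesis and oocyte lists moved in the same direction as in fertile animals. Whether the higher molting genes belong to the fertile adults or to the eggs they carry was not tested. A lasting effect of starvation stays among the open explanations, untested.

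The changes of sterile F4 L1starved against control adults were set against the same loss of germline, oocytes and embryos. Muscle, pan-neuronal and intestine genes rose alike, at most 1.62 standard errors apart, so the loss may account for the rise of soma genes. The loss does not predict the mean log2 fold change of 5.18 of spermatogenesis genes against 1.14 for muscle genes, 14.37 standard errors apart. Here too the standard errors are over genes and do not measure the spread of libraries. Starvation and sterility are joined in these animals, and their effects were not separately tested.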

How the results depend on the processing

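Leaving out 2 L1 libraries together and pairing 2 adult groups with a block were chosen after seeing the data; the other settings were planned.

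Of 571 alternatives over 27 answers to the comparisons, 492 stayed the same, 79 moved and 0 reversed. For counts, the same means within 1.5 times the value reported. Most answers are counts, which could not be scored as reversed, so the 0 does not show that no direction turned. In fertile against control adults, 45.1% of 2936 genes were higher, and 82.8% of 2813 with upper-quartile scaling, which scored as the same. For set tests it means the same direction and the same side of a camera p of 0.05. For the correlation it means within the jackknife standard error. Of 2000 alternatives over 108 results of single named genes, 1886 gave the same call, 21 lost it, 60 gained it, 31 moved and 2 reversed. Eggs of both L1 lines were harvested at the same time, but no label says that a replicate number marks a harvest. Of 6 libraries each, those that correlate best with their own number were 2 between control and F4 L1starved + 3 fed animals with food, 3 between both without food, 5 between control with and without food, 4 between control without food and F4 L1starved + 3 fed with food, and 2 in each other pair of groups. With the replicate number as a block, genes changed numbered 52 with food (6 higher and 46 lower), 3 without food and 1 for the difference of both, and 19 in data S4 and 4 in data S5; with edgeR and the block, 57 with food, 1 for the difference, 20 in data S4 and 6 in data S5. With DESeq2 on recovered reads they numbered 207 with food, 50 without food, 17 for the difference, 5 in both conditions, 46 in data S4 and 29 in data S5, and with the authors' p-values over the genes kept 179, 44, 4 in both conditions, 43 in data S4 and 26 in data S5. Without a filter on low values 1 gene passed without food. With the replicate number as a block the early zygotic genes did not pass with food (adjusted p = 0.0531), and with edgeR and the block ribosomal proteins passed as lower (0.0333) and fatty acid synthesis as higher (0.0489). The cause was not tested.

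With control replicate 1 with food and F4 L1starved + 3 fed replicate 1 without food both left out, 6 genes and 12 lists passed with food, and 2 genes each in data S4 and data S5. Fitting only the groups compared gave 2 genes in data S4 and 5011 genes in fertile against control adults, and an adjusted p of 0.1 gave 4527. Upper-quartile scaling left 81 AMPK genes of data S11 in place of 131, and turned *daf-16* from lower to higher in sterile animals against control (0.34) and against fertile animals (0.35). A mean of at least 50 gave a correlation of 0.301 in place of 0.19. With an estimated correlation the lists past camera numbered 0 in place of 6 with food, 1 in place of 4 without food, 0 in place of 9 for the difference, 0 in place of 14 for acute starvation in control and 0 in place of 14 in F4 L1starved + 3 fed animals, 0 in place of 19 in fertile adults, 0 in place of 27 in sterile adults and 0 in place of 28 for sterile against fertile adults. The cause was not tested.

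Leaving out 1 library gave 1 (without control replicate 2 or F4 L1starved + 3 fed replicate 3) to 128 (without control replicate 3) genes with food, 0 to 8 (without control replicate 2) without food and 0 to 6 (without control replicate 3 with food) for the difference; 1005 (without control replicate 1) to 1977 (without fertile replicate 3) in fertile adults; 1 to 25 in data S4 and 0 to 9 in data S5 (both highest without control replicate 3 with food); 97 to 162 in data S8, 166 to 228 in data S9, 77 to 94 in data S10 and 74 to 111 in data S11, lowest without control replicate 1 or 2; and 6 to 14 lists with food (without control replicate 2), 3 to 10 lists without food (without control replicate 2) and 6 to 15 lists for the difference (without control replicate 2 with food). In sterile against fertile adults the block changed the calls of the molting and insulin pathway lists, and of no other fixed list or named gene. Fewer libraries leave fewer degrees of freedom. Depth was at least 12187063 reads per library, and genes under a mean of 10 were not tested.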

Differences from the paper's values

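No test was chosen after the result was seen in the values below; the thresholds are the paper's, an adjusted p under 0.1 for L1 animals and under 0.05 for adults.

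With food, the paper gives 210 genes and limma called 2; without food, the paper gives 50 and limma called 0 (811 at an unadjusted p under 0.05; 0 by edgeR); over both, the paper gives 255 and the count was 2. Of data S2, the paper gives 50 higher and 160 lower genes with food, where 0 and 2 passed, and of data S3 39 higher and 11 lower genes without food, where 0 and 0 passed. Of data S4 the paper gives 48 class 1 genes and 1 passed, and of data S5 29 class 2 genes and 0 passed. For each of these, of the alternatives set before the data were examined, DESeq2 on recovered reads and the authors' p-values over the genes kept gave values within 1.5 times the paper's, and the others (pseudocounts, filters, scalings, only the groups compared, replicate block, robust variances, edgeR with and without the block, and each library left out) did not. DESeq2 gave 207 genes with food and 50 without food. On simulated data at the threshold for L1 animals, 25 of 146 calls by DESeq2 and 10 of 123 calls by limma were false. There the tools made similar numbers of calls, unlike the 207 and 2 in the real libraries. The simulation therefore cannot decide which count is nearer the truth. DESeq2 also called the 5 lipid genes in both conditions, which limma did not. The authors' deposited adjusted p-values call 207 genes with food, of which 206 are also called by DESeq2 here, and the paper's 210 also takes *F45E1.4*, *nnt-1* and *sqrd-1*, whose deposited adjusted p lies between 0.1 and 0.101.

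The paper reports a significant decrease of some of 10 small RNA factors in fertile adults and describes the factors as lower in a legend; all 10 means were lower, 2 passed by limma, 8 by limma with only control and fertile libraries in the fit and 3 by DESeq2, and 2 of the means turned with the scaling.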

Other observations

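The tests of other splits of the libraries given here were chosen only after the result was seen.

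Sterile F4 L1starved adults differed from control adults in many groups of genes: 27 of 35 lists passed by camera, but with an estimated correlation 0 did (adjusted p from 0.126 to 0.616 for these 27). Soma genes rose broadly, with a mean log2 fold change of 1.14 for muscle, 0.82 for pan-neuronal and 0.90 for intestine genes. Detoxification genes rose: 49 of 57 UDP-glucuronosyltransferases (median log2 fold change 1.46, *ugt-66* at 5.42 (SE 0.26, adjusted p = 1.34e-07)), 40 of 52 cytochrome P450s with 6 lower (1.58) and 19 of 34 glutathione transferases with 3 lower (1.11). So did defense genes, 64 of 85 C-type lectins with 7 lower (1.32) and 23 of 42 antimicrobial effectors with 1 lower (0.91), cuticle collagens (66 of 107 with 4 lower, 1.12), fatty acid synthesis (17 of 22 with 2 lower, 1.12), β-oxidation (28 of 45 with 6 lower, 0.76), the glyoxylate list (16 of 18, 1.22) and all 6 vitellogenins (1.40). Autophagy genes fell, 20 of 30 with 3 higher (-0.84), and so did the DNA replication list, mostly histone genes, 52 of 57 with 5 higher (-2.57). Of 16 insulin pathway genes 12 fell and 3 rose (-1.02, adjusted p = 0.0357; adjusted p = 0.342 with an estimated correlation), with *akt-2* up by 2.15 (SE 0.21, adjusted p = 2.16e-06); the autophagy and insulin pathway lists did not pass with upper-quartile scaling (adjusted p = 0.0734 each). Ribosomal proteins, 49 of 81 lower with 3 higher (-0.37), turned to 0.29 with that scaling (adjusted p = 0.109) and did not pass with robust gene variances (0.0625) or DESeq2 (0.0701). *daf-16* was lower (-0.32, SE 0.11, adjusted p = 0.0192) but turned to 0.34 with upper-quartile scaling, and was lost with TMM scaling (adjusted p = 0.279), with edgeR (0.314; 0.337 with the block) or without control replicate 1 (0.0813).

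Other lists, by their median log2 fold change and camera adjusted p: in L1 animals with food, early zygotic genes (0.35, 0.0437; lost with a pseudocount of 5 (0.0535), when genes with low values were kept (0.142), without control replicate 1 (0.121) or F4 L1starved + 3 fed replicate 2 (0.285) or with both libraries that stand apart left out (0.118); adjusted p = 0.832 with an estimated correlation), fatty acid synthesis (0.11, 0.096), ribosomal proteins (-0.07, 0.096), antioxidant defense (-0.04, 0.698), heat shock proteins (-0.04, 0.62), the respiratory chain (-0.06, 0.729), genes of the mitochondrial genome (0.09, 0.479), vitellogenins (-0.27, 0.62) and germline genes (-0.03, 0.698). Without control replicate 1 the ribosomal proteins (4.83e-05), heat shock proteins (0.0146) and respiratory chain (0.0244) passed as higher and the mitochondrial genome as lower (0.0166), and without control replicate 2 the same lists passed the other way (2.14e-07, 0.0309, 0.0362 and 0.00523). With both libraries that stand apart left out they passed as without control replicate 1 (1.29e-05, 0.00818, 0.0193 and 0.0129). Ribosomal proteins also passed as lower without control replicate 3 (0.000966) or F4 L1starved + 3 fed replicate 3 (0.0122), with edgeR (0.0146) or with DESeq2 (0.0163), and the mitochondrial genome as higher without F4 L1starved + 3 fed replicate 3 (0.0479). Fatty acid synthesis passed as higher without control replicate 1 (0.00741) or F4 L1starved + 3 fed replicate 2 (0.0458) or 3 (0.0479), or with both libraries left out (0.00818). In fertile adults, 2 of 26 antioxidant genes rose and 6 fell (-0.19, 0.267), 1 of 19 heat shock proteins rose and 2 fell (-0.008, 0.992), 11 of 57 DNA replication genes fell (-0.36, 0.0111; 0.711 with an estimated correlation, and 0.0676 at a mean of at least 50), and insulin-like peptides (-0.35, 0.743), glutathione transferases (0.06, 0.469), neuropeptides (0.03, 0.253), early zygotic genes (-0.20, 0.743), antimicrobial effectors (-0.10, 0.826), repressed DAF-16 genes (0.15, 0.258) and vitellogenins (0.19, 0.227) did not pass; neuropeptides passed at a mean of at least 50 (0.035) and vitellogenins without control replicate 1 (0.0393) or with edgeR (0.0445; 0.0103 with the block). Major sperm proteins (0 measured) and ribosomal RNA (2 measured) were not tested in L1 animals, nor the mitochondrial genome (0 measured) and ribosomal RNA (2 measured) in adults.

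For comparisons of 3 libraries against 3, 10 splits are too few for a share under 0.05. Each other split mixes libraries of both groups, so real differences widen the spread within its groups. Where many genes differ, a count of 0 in these splits follows from that mixing and says nothing on chance. Part of a real difference also stays between the mixed groups, so their counts of lists are not those of unchanged libraries. Real counts of genes and the highest of the other splits were 2 and 0 with food (1 of 10 as large), 0 and 2 without food (10 of 10), 9237 and 0 for acute starvation in control (1), 9146 and 0 in F4 L1starved + 3 fed animals (1), 2936 and 0 in fertile adults (1), 11139 and 0 in sterile adults (1) and 10519 and 0 for sterile against fertile adults (1; 0 at most in the 4 splits that part as many pairs). Counts of lists were 6 and 15 with food (10 of 10), 4 and 11 without food (7), 14 and 13 for acute starvation in control (1), 14 and 15 in F4 L1starved + 3 fed animals (4), 19 and 20 in fertile adults (3), 27 and 26 in sterile adults (1) and 28 and 28 for sterile against fertile adults (2). For the class 1 genes of data S12 under acute starvation the real camera p was 4.4e-09 and the lowest other 7.35e-06 (1 of 10), and for those of data S8 in sterile against fertile adults 7.23e-11 and 2.45e-09 (1 of 10, also lowest among 4 that part as many pairs). No gene changed in both conditions in the real or any other of 100 joint splits (limma; 0 by edgeR, 5 by DESeq2), so 100 of 100 were as large. The correlation of both effects of 0.19 was reached in 4 of 100 joint splits (0.222 at most among the others), a one-sided share under 0.05. It counts only correlations as high, and those as far below 0 were not counted.

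Fertile and sterile effects had a correlation of 0.681 and a covariance of 1.08 across genes. Simulated libraries without any change gave a correlation of 0.501 and a covariance of 0.0708 through the shared controls. A correlation leaves out the size of the effects, so 0.501 is not the part of 0.681 that shared controls give. The shared calls, 1098 higher and 1497 lower in both, exceed the 546.1 and 673.7 that independent calls give; simulated libraries without any change gave 0 shared calls, so what the shared controls add among changed genes was not tested.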
